# Biomarkers for Early Stages of Johne’s Disease Infection and Immunization in Goats

**DOI:** 10.3389/fmicb.2018.02284

**Published:** 2018-09-28

**Authors:** Aubrey Berry, Chia-wei Wu, Amanda J. Venturino, Adel M. Talaat

**Keywords:** Johne’s disease, goats, transcription, genetic, biomarkers, pathogenesis

## Abstract

**Background:** *Mycobacterium avium* subsp. *paratuberculosis* (*M. paratuberculosis*) is the causative agent of Johne’s disease, a chronic enteric infection of ruminants. Infection occurs within the first few months of life but remains subclinical for an average of 2–5 years. Current diagnostics to detect early subclinical infections lack diagnostic sensitivity, which hinders disease control resulting in significant economic losses to the dairy industry worldwide. The pathophysiology of early infection with *M. paratuberculosis* is still not well understood and represents a key hurdle toward the development of better diagnostics.

**Methods:** The present study employed a large-scale RNA-Sequencing technology to better understand early stages of *M. paratuberculosis* infection and immunization. Specifically, gene expression profiles of peripheral blood mononuclear cells (PBMCs) from infected or vaccinated goats were compared to controls.

**Results:** When compared to the naïve control goats, we identified a large number of transcripts (*N* = 226, 1018, 1714) that were differentially expressed in the *M. paratuberculosis-*infected goats, goats vaccinated with live attenuated or inactivated vaccines. There were also 1133 differentially expressed (DE) transcripts between vaccinated goats and infected ones. Bioinformatics evaluation of the DE genes indicated the regulation of a large number of genes with immunity and inflammatory functions including IL-18BP, IFN-γ, IL-17A, NOS2, LIPG, and IL-22. Interestingly, a large number of goat genes (*N* = 667) were regulated whether live or inactivated vaccine were used. Some of the regulated genes (e.g., IL-17A, IFN-γ) continued its unique transcriptional profile up to 12 months post-challenge.

**Conclusion:** Overall, transcriptome analysis of infected and/or immunized goats identified potential targets for developing early diagnostics for Johne’s disease and a potential approach to differentiate infected from vaccinated animals. A similar approach could be used to analyze later stages of Johne’s disease or other chronic infections.

## Introduction

Johne’s disease, caused by *Mycobacterium avium* subsp. *paratuberculosis* (*M. paratuberculosis*) is a chronic progressive gastroenteritis of ruminants. Clinical signs of the disease include chronic diarrhea, weight loss, low milk yield, and higher mortality than uninfected herds (Ott et al., 1999; Bush et al., 2006; Singh et al., 2007). Johne’s disease causes severe economic losses to the dairy industry worldwide, with estimated losses of $200-$250 million a year in the US alone (Ott et al., 1999). Additionally, *M. paratuberculosis* has been implicated as a potential factor in Crohn’s disease in humans (Waddell et al., 2016). In ruminants, infection primarily occurs early in life through the ingestion of *M. paratuberculosis* contaminated feces, colostrum, or milk. Although infection mainly begins in neonates, clinical signs do not appear until 2–5 years of age (Tiwari et al., 2006). The pathophysiology of *M. paratuberculosis* persistence and survival for years in the host before clinical signs develop is not well understood. In the subclinical phase of *M. paratuberculosis* infection, a cell-mediated immune response is driven by Th1 cytokines with minimal humoral response elicited (Magombedze et al., 2014). *M. paratuberculosis* is known to be able to survive and replicate within host macrophages by subverting macrophage function through mechanisms such as blocking maturation of phagolysosomes (Souza et al., 2013). Progression from subclinical to clinical disease results in a switch to a predominantly humoral response, driven by Th2 cytokines, which is ineffective at controlling the disease (Magombedze et al., 2014).

Current diagnostic tests, such as fecal culture and ELISA, have poor sensitivity (from 19 to 53%) for detection of the subclinical phase of infection (Sockett et al., 1992; McKenna et al., 2005). During this subclinical phase, the host is intermittently shedding *M. paratuberculosis* in feces, contaminating the environment and transmitting the pathogen to progeny and others in the herd (Whittington and Sergeant, 2001). Being able to detect infection early on, would allow for more effective disease control within herds. Biomarkers are increasingly examined for other chronic diseases such as *M. tuberculosis* (Walzl et al., 2011) and have the ability to serve as a detection tool for different stages of disease. Peripheral blood mononuclear cells (PBMCs) have been shown to be a predictor of infection and inflammatory disease (Marteau et al., 2005). Previous studies investigating the gene expression profiles of PBMCs have shown distinct differences between healthy cattle and those with chronic *M. paratuberculosis* infection (Coussens et al., 2004; Verschoor et al., 2010; David et al., 2014). A study using microarrays to identify gene expression in whole blood from calves 3 months post- infection found several putative biomarkers with roles in the immune response (David et al., 2014). Other studies have focused on cows at 6 months or later times post-infection (PI) (Coussens et al., 2004; Verschoor et al., 2010; David et al., 2014). However, a caveat to these studies is that they all detected subclinically infected cows by use of serum ELISA tests which only become positive later in the course of infection. In the present study, we examined gene expression profiles at a much earlier stage (30 days PI) using an experimental infection model. Understanding differences in gene expression profiles will not only improve understanding of the pathophysiology of disease progression but will also allow the identification of novel targets for earlier diagnosis of the subclinical stage of *M. paratuberculosis* infection.

While several other studies have investigated the PBMC transcriptome of cattle infected with *M. paratuberculosis*, this is the first such analysis in goats. Goats are increasingly used as a small ruminant model for Johne’s disease (Hines et al., 2007, 2014; Shippy et al., 2017) and, therefore, understanding the host’s response to infection and differences among ruminant species is vital. One major complication of our preliminary transcriptome analysis of goats (vs. cows) lied in the lack of a fully annotated genome. The ∼2.66-Gb genome draft sequence of the goat (*Capra hircus*) was released in 2013 and was highly fragmented (Dong et al., 2013; Du et al., 2014). Annotation of the goat genome has been performed through GLEAN and, while many genes have been linked to the *Bos taurus* genome through ENSEMBL, many gaps in annotation remain (Lin et al., 2015). A combination of analyses from multiple sequencing platforms and scaffolding technologies significantly improved the assembly (Bickhart et al., 2017). The annotation is still highly dependent on the bovine genome and requires more studies such as transcriptomic analysis to improve. In this report, PBMC’s were collected throughout an ongoing Johne’s disease vaccine trial in goats (Shippy et al., 2017). RNA-Sequencing (RNA-Seq) was used to profile the PBMC transcriptomes of goats at 30 days PI or post-vaccination. Our results provided valuable information on differential gene expression in goats during the early subclinical stage of infection and the host response to vaccination by either a live-attenuated vaccine (LAV) or an inactivated vaccine (Mycopar^®^). These results can be used to identify potential transcripts as early diagnostic biomarkers of infection and to differentiate vaccinated from *M. paratuberculosis*-infected animals.

## Materials and Methods

### Animals

Approximately 1 week-old kids were purchased from a farm with no previous history of Johne’s disease. All study kids, and their dams, tested negative for *M. paratuberculosis* by ELISA for serum antibody (Paracheck^®^, Biocor Animal Health, Omaha, NE, United States). Additionally, fecal samples collected from the originating farm environment were negative for *M. paratuberculosis* by culture. All kids were housed in a restricted biosafety animal facility (BSL-2). All animal care was handled in accordance to the standards of the University of Wisconsin-Madison Animal Care and Use Committee. The kids were randomly assigned to one of four groups as shown in **Table 1**. One group of kids (*n* = 6 but only 4 used for transcriptome analysis) were vaccinated with a LAV construct [*M. paratuberculosis*Δ*lipN* mutant (Wu et al., 2007)] at a dose of 1 × 10^9^ CFU/animal. The second groups of kids (*n* = 4) were vaccinated with the USDA-licensed inactivated vaccine (Mycopar^®^). A third group inoculated with PBS served as the vaccine control. Both vaccines and PBS were given subcutaneously. At 60 days post-vaccination, kids in these three groups were inoculated with *M. paratuberculosis* strain JTC1285 at a dose of 1 × 10^8^ CFU administered orally in the milk replacer for three consecutive days. A fourth group (*n* = 4), inoculated with PBS and not challenged with *M. paratuberculosis* served as a naïve control. Power analysis was used to determine group sizes (Chow et al., 2008) based on a pilot study by our group. Goat kids were monitored daily for signs of clinical disease and evaluated monthly for potential weight loss. A detailed report on the outcome of this vaccine/challenge study was previously published (Shippy et al., 2017).

**Table 1:** Experimental groups used to collect RNA samples for transcriptome analysis.

Group	No.	Vaccine^∗^	Vaccine dose	Challenge strain/Dose^∗∗^
Infected	4	PBS	0.5 ml	*M. paratuberculosis* JTC1285/
				1 × 10^8^ CFU
LAV-	4	*M. ap*	1 × 10^9^ CFU	*M. paratuberculosis* JTC1285/
vaccinated		Δ*lipN*		1 × 10^8^ CFU
Mycopar-	3	Mycopar	0.5 ml	*M. paratuberculosis*
vaccinated				JTC1285/1 × 10^8^ CFU
Naïve	4	PBS	0.5 ml	None
Control				

*^∗^All vaccines were given subcutaneously. ^∗∗^Challenge dose was given orally in milk replacer for three consecutive days and was performed at 60 days post-vaccination in LAV- and Mycopar- vaccinated groups.*

### Isolation of Blood Cells

Blood samples (10 ml) were collected from the jugular vein of goats into EDTA vacutainer tubes pre-vaccination, 1 week, 30 days, 60 days post-vaccination and 1 week post-challenge (for 3 groups), and then monthly for 12 months. Peripheral blood mononuclear cells (PBMC) were isolated using Histopaque^®^-1077 (Sigma–Aldrich^®^) with the following modifications. Anti-coagulated blood was diluted with an equal volume of RPMI-1640 medium (Sigma Aldrich^®^), layered over 10 ml of Histopaque^®^-1077, and centrifuged at 400 ×*g* for 30 min at room temperature. Following centrifugation, PBMC’s were aspirated from the interface and washed twice with RPMI-1640 medium. Residual red blood cells were lysed with 0.83% NH_4_Cl_2_. The PBMC’s were then resuspended in complete culture medium (RPMI-1640 containing 10% fetal bovine serum, 1% L-glutamine, 1% penicillin/streptomycin (final concentration 100 IU/ml), and 1% non-essential amino acids). Cell density was determined by use of 0.4% Trypan blue stain and a hemocytometer.

### PBMC Stimulation and RNA Extraction

Peripheral blood mononuclear cells were plated at a density of 1 × 10^6^/well in 96 well plates with either medium alone (non-stimulated) or *M. paratuberculosis* whole cell lysate (WCL). The WCL was prepared by resuspending the centrifuged cell pellet of actively grown *M. paratuberculosis* (O.D. ∼1.0) in protein lysis buffer (100 mM Tris–Cl, 100 mM NaCl, 5 mM MgCl_2_, 1 mM PMSF, complete ultra-protease inhibitor cocktail (Roche, Indianapolis, IN, United States; pH 7.5) and bead-beating to homogenize (maximum pulse for 45 s for a total of 4 pulses; with cooling on ice for 30 s between pulses). The supernatant was then transferred to a new 1.5 ml tube and non-soluble material was removed by centrifugation at 10,000 ×*g* for 5 min at 4°C. The protein content of the supernatant was measured via the Pierce^TM^ BCA protein assay (Thermo Fisher Scientific), aliquoted and stored at -80°C until used. Final concentrations of WCL was 10 μg/ml. IL-2 was added to all wells at a concentration of 100 U/ml. Plates were incubated at 37°C with 5% CO_2_ for 24 h. Supernatants were then removed and cell pellets were stored in 100 μl TRIzol^®^ and frozen at -80°C until used for RNA extraction. RNA was extracted from stimulated PBMC’s using TRIzol^®^ and RNeasy^®^ Mini Kit (Qiagen^®^) according to manufacturer’s directions for the remainder of the extraction. TURBO DNA-free^TM^ DNase Treatment (Ambion^®^) was used to eliminate residual genomic DNA. RNA quantity and quality was assessed using the RNA Pico Series Chip on the Bioanalyzer 2100 (Agilent). RNA integrity numbers (RINs) > 8 were obtained for all total RNA samples purified.

### RNA Sequence Analysis

RNA-Sequencing (RNA-Seq) was performed by the University of Wisconsin–Madison Biotechnology Center on RNA extracted from WCL-stimulated PBMC’s from goats at 30 days post-vaccination, 30 days post-challenge (PBS vaccinated), or at the same time for the naïve control group (4 goats/biological replicates per group). A total of 1 μg of RNA was used as input for TruSeq RNA Sample Prep Rev.F (March 2014; Illumina). Paired-end RNA Sequencing was performed on the Illumina HiSeq 2000 sequencer according to manufacturer’s instructions.

Raw RNA-Seq reads were uploaded to CLC Genomics Workbench 8.5 (Qiagen, Redwood City, CA, United States) for processing. Two read files from one RNA sample were paired and trimmed. The ambiguous trim limit was set at 1 and quality trim limit was at 0.05. Reads shorter than 25 nucleotides were excluded. The trimmed sequences were then mapped to the reference genome sequence of *Capra hircus* assembly ARS1 (Bickhart et al., 2017) and read counts against the reference genome annotation tracks, generated with files, available at ftp://ftp.ncbi.nlm.nih.gov/genomes/Capra_hircus, were compiled and tabulated using the CLC Genomics Workbench NGS tools. The mapping parameters were set as follows: mismatch cost, 2; insertion and deletion cost, 3; length and similarity fraction, 0.8. Unique gene reads from each sample were exported from CLC Genomics Workbench and used for normalization and differential gene expression analysis with an R package, DESeq2 version 1.16.1 (Love et al., 2014). Transcripts that had an average of normalized read count < 3 in all three tested groups were excluded from the analysis (*N* = 11,541). Differentially expressed (DE) transcripts are defined as transcripts with fold changes ≥ 2.0 or ≤-2.0 (or Log_2_-transformed fold changes ≥ 1.0 or ≤-1.0), and *p*-value < 0.05 when compared to the naïve control group.

Gene ontology (GO) analysis was performed for the DE genes with agriGO, an automated tool to identify enriched GO terms, which is specially focused on agricultural species (Du et al., 2010). The gene products are categorized with respect to biological processes, cellular components, and molecular functions. Because the GO in the goat genome is poorly annotated, we chose the *Bos taurus* ENSEMBL genome B2G list (2010 version) as the reference genome. Goat genes (assembly ARS1) with an Entrez gene name were mapped to the counterparts in the bovine genome, resulting in a total gene list of 9,115 GO-annotated genes. Goat DE genes identified in the RNA-Seq analysis were also mapped to the bovine genome and used as query lists against the 9,115-gene reference. FDR was calculated using the Fisher test.

Network analysis was performed using the STRING database (Szklarczyk et al., 2015) with DE transcripts identified in this study. The input DE transcripts were treated as homologues of *Bos taurus* because of availability in the database.

### Quantitative RT-PCR

cDNA was synthesized from each RNA sample using SuperScript III Reverse Transcriptase (Invitrogen, Waltham, MA, United States) and oligo(dT)_12-18_ Primer according to manufacturer’s instructions. Quantitative PCR (qPCR) assays were performed in triplicates for each cDNA sample. Primers were designed across adjacent exons in order to differentiate products from genomic DNA and cDNA (**Supplementary Table S9**). The GAPDH gene served as an internal control to normalize the data for the ΔΔ*Ct* relative quantitation method. The assays were performed on an Applied Biosystems StepOne Plus Real-Time PCR System (Foster City, CA, United States), and the cDNA amplifications were monitored by the measurement of SYBR Green fluorescence at a specific cycle threshold. Each reaction was carried out in a 20 μl volume that contained 10 μl of 2× GoTaq qPCR Master Mix (Promega, Madison, WI, United States), 5.0 μl of ddH2O, 0.5 μl of each primer (10 μm) and 4.0 μl of the template (100–150 ng/ul). The qPCR amplification process began with the temperature at 95°C for 2 min, followed by 40 cycles of the amplification process (95°C for 3 s, 60°C for 30 s). Subsequent to the cycling process, melting curves were generated by inclining the temperature from 60°C to 95°C at 0.3°C/s increments. With the exception of the infected group at 1 month post-challenge where two samples were used, cDNA samples from three animals in each group were included in the qPCR analysis. Average ΔΔ*Ct* values and standard errors of the mean (SEM) of the three measurements were calculated and transformed to linear fold change.

## Results

### Transcriptome Analysis of Goat Groups

The transcriptome analysis of goats infected with *M. paratuberculosis* and/or vaccinated LAV vaccine strain *M. ap*Δ*lipN* is a proportion of a larger study that examined the performance of this vaccine published earlier (Shippy et al., 2017). 

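Peripheral blood mononuclear cells (PBMC) were taken from 4 naïve, 4 infected, 4 LAV-vaccinated and 3 Mycopar-vaccinated goats. The cells were stimulated with whole cell lysate of M. paratuberculosis before RNA was extracted, and each goat gave 1 RNA-Seq library. The authors mapped the reads to the goat assembly ARS1, counted uniquely mapped reads per gene and deposited the counts after normalization with the size factors of DESeq2. Each of the 15 tables holds the same 17380 transcripts, all of which had a mean normalized count of at least 3 in at least 1 of the 4 groups. Dividing each table by the value of 1 read gave whole numbers for 100.0% of the values in every goat, so the depth behind the normalized counts is known. Between 10971117 and 23677957 reads per goat lay on transcripts, with medians of 15495893 in naïve, 22318196 in infected, 20472562 in LAV-vaccinated and 20139430 in Mycopar-vaccinated goats. Differences were tested with limma on log2(normalized count + 1), with all 15 goats in one fit and an adjustment by the Benjamini-Hochberg method. A fold change on this scale understates the change of transcripts with low counts, so the ratio of the group means is given for some genes, with a minus sign for a decrease. DE transcripts were counted by the paper's own definition, an unadjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction. The goats of the 4 groups carry replicate numbers in the labels, which do not say that same-numbered goats were paired. The paper assigned the kids to groups at random, so a pairing by these numbers is an assumption. Fits with the replicate number as a block test only this assumed pairing. Across transcripts, the deviations of goats from their group means had a mean correlation of -0.055 for 21 pairs of goats with the same number and of 0.019 for 63 pairs with different numbers. With the replicate number as a block in the model, 229 DE transcripts were found for infected, 941 for LAV-vaccinated and 1489 for Mycopar-vaccinated against naïve goats.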

The transcriptome analysis is the focus of this report. The summary statistics of the RNA-Seq data for each replicate are shown in **Table 2**. Mean values of 58.88 million raw reads were generated per library (each RNA sample). Following trimming of reads based on read length, quality score and adapter sequences, an average of 20.04 million paired reads remained. 

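The reads recovered from the normalized counts ranged from 10971117 to 23677957 per library, with a mean of 19020961 ± 4345568 (SD, n = 15). Over the 12 libraries of naïve, infected and LAV-vaccinated goats, the mean was 18707852 ± 4796910. In the paper's Table 2, the mean number of raw reads is 60110781 over all 15 libraries and 58879677 over these 12. The corresponding means of read pairs after trimming are 20354557 and 20039688. The share of read pairs kept by trimming in Table 2 lies between 66.36% and 66.59% for the Mycopar-vaccinated goats and between 67.07% and 68.93% for the other goats, so that a library batch marked by this share could not be told apart from vaccination with Mycopar.

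**Figure D1:**
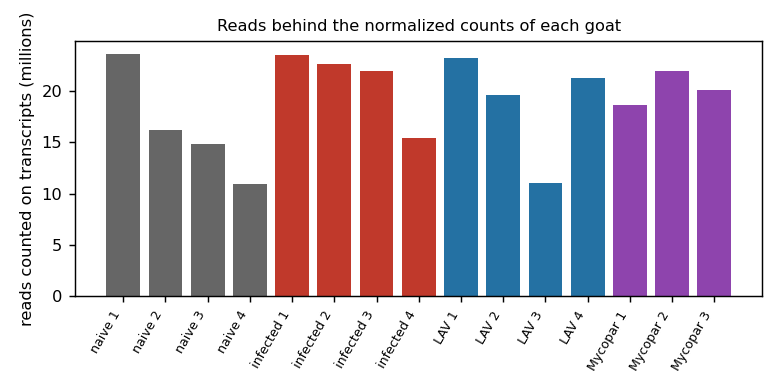
Reads counted on transcripts in each goat, with 1 bar per library and colors for the 4 groups. Naïve goat 4 (10971117 reads) and LAV-vaccinated goat 3 (11060545 reads) had the fewest reads.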

Alignment of the trimmed RNA-Seq reads to the *Capra hircus* reference genome yielded mean values per library of 18.71 million paired reads (93.32%) mapped to unique locations.

**Table 2:** Summary statistics for Illumina RNA sequencing data from individual animals.

Group/Replicate number^∗^	Total number of reads trimmed	Number of read pairs being mapping	Total paired reads after mapping	% Total paired reads after trimming	Uniquely mapped reads	% Uniquely mapped reads
Infected 1	73,105,634	22,810,292	25,147,671	68.8	23,533,313	93.58
Infected 2	72,155,108	23,491,132	24,331,988	67.44	22,701,378	93.30
Infected 3	68,005,382	21,295,316	23,355,033	68.69	21,941,420	93.95
Infected 4	48,108,726	15,062,194	16,523,266	68.69	15,433,817	93.41
LAV-vaccinated 1	73,973,058	24,360,882	24,806,088	67.07	23,253,486	93.74
LAV-vaccinated 2	63,076,126	20,765,850	21,155,138	67.08	19,668,167	92.97
LAV-vaccinated 3	34,967,370	11,169,558	11,898,906	68.06	11,062,093	92.97
LAV-vaccinated 4	66,996,260	21,387,972	22,804,144	68.08	21,282,727	93.33
Mycopar-vaccinated 1	60,074,726	20,141,682	19,966,522	66.47	18,707,059	93.69
Mycopar-vaccinated 2	70,284,036	23,645,792	23,319,122	66.36	21,978,596	94.25
Mycopar-vaccinated 3	64,746,832	21,633,920	21,556,456	66.59	20,141,993	93.44
Naive 1	73,575,076	22,859,182	25,357,947	68.93	23,681,558	93.39
Naive 2	50,851,250	16,107,620	17,371,815	68.32	16,180,977	93.14
Naive 3	46,913,012	15,083,746	15,914,633	67.85	14,815,443	93.09
Naive 4	34,829,124	11,209,870	11,809,627	67.81	10,972,712	92.91

*^∗^Time when blood samples were taken: Infected: 30 days post-infection; LAV-vaccinated: 30 days post-LAV vaccination; Mycopar-vaccinated: 30 days post-Mycopar vaccination; Naïve:: 30 days post-PBS vaccination.*

### Changes in the Goat Transcriptomes Related to Infection or Vaccination

Transcriptomes of different animal groups were analyzed to identify DE genes with significant change using a *p*-value threshold of ≥ 0.05 and ≥ 2-fold change (**Supplementary Table S1**). 

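All 17380 transcripts were tested in each of the 4 comparisons. If no transcript differed, about 869 of them would have an unadjusted p-value under 0.05 in a comparison. The number found was 1480 for infected vs. naïve, 3199 for LAV-vaccinated vs. naïve, 5197 for Mycopar-vaccinated vs. naïve and 3358 for LAV-vaccinated vs. infected goats. After Benjamini-Hochberg adjustment of limma's p-values, the numbers under 0.05 were 0, 381, 2364 and 544 transcripts, in the same order. A fit with the replicate number as a block gave 0, 103, 1156 and 280. With the percentage of read pairs kept by trimming as a covariate, they were 0, 134, 1 and 137.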

A summary of comparative numbers of DE genes is presented in **Table 3**. MA-plots in **Figure 1** depict the distributions of the DE transcripts PI and post-vaccination groups compared to naïve control group. Generally, the infected goat group had 226 significantly DE transcripts out of 17,380 (total goat transcripts identified by RNA-Seq) at 30 days PI in comparison to the naïve, non-infected controls. 

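In the 4 infected goats, 235 of 17380 transcripts met the definition of DE against the 4 naïve goats, and 0 had a limma adjusted p-value under 0.05. The smallest adjusted value belonged to TBX21, which lies on chromosome 19 from 38346937 to 38359094 (log2 fold change -1.40, standard error 0.22, limma adjusted p = 0.24). The number of DE transcripts was 229 with the replicate number as a block, and -0.08 was the mean correlation of the deviations of same-numbered infected and naïve goats, against 0.027 for goats with different numbers. With each of the 15 goats left out in turn, between 210 and 355 transcripts were DE, the latter without naïve goat 1. A pseudocount of 5, chosen after seeing the data, moved the number most and left 75. Of the 35 ways to split these 8 goats into 2 groups of 4, 8 gave at least as many DE transcripts, the real split included. Data simulated without any difference between groups, with each transcript drawn independently, gave a median of 225.5 DE transcripts. The paper's Table 2 places naïve goats 30 days after PBS, whereas infected goats were sampled 30 days after a challenge that followed PBS. Its Methods instead place naïve goats at the same time, without naming the group meant. Whether infected goats were older than naïve goats at sampling is therefore unclear. LAV-vaccinated goats were sampled 30 days after vaccination and before the challenge, so earlier in the schedule than infected goats. An effect of age was not tested.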

Of the 226 significantly DE transcripts, 113 were up-regulated in the PI group, while the other 113 were down-regulated. 

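Of the 235 transcripts found DE here, 133 were up-regulated and 102 were down-regulated in infected goats, and 73 changed by at least 1.5 on the log2 scale, which is 2.8-fold. The median size of the log2 fold change was 1.33. For 97 of the transcripts (41.3%), the counts of all infected goats lay on one side of the counts of all naïve goats. In 115 of the 235 transcripts (48.9%), the mean normalized count was under 10 in both groups.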

A total of 106 out of the 226 DE transcripts had more than a 2.8-fold change (or 1.5 log_2_ fold change) with a selected group of known function listed in **Table 4**. 

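The 12 genes of Table 4, which the paper chose from the same goats, changed in the directions listed there, with log2 fold changes from -2.32 to 2.64. By the definition above, 6 of them were DE, 0 had a limma adjusted p-value under 0.05, and for 3 the infected and naïve goats did not overlap. FAM198B had the largest increase, with 769 ± 739.7 (SD, n = 4) normalized counts in infected and 71.8 ± 16.9 (SD, n = 4) in naïve goats (log2 fold change 2.64, standard error 1.13, limma adjusted p = 0.54). Its counts ranged from 82.7 to 1687 between infected goats, and leaving out 1 goat at a time gave log2 fold changes between 2.00 and 3.44. FCER2 fell from 626 to 244 normalized counts, with all infected goats under all naïve goats (log2 fold change -1.29, standard error 0.36, limma adjusted p = 0.40, exact two-sided permutation p = 0.029, the smallest that 4 goats against 4 allow). FCER2 was also under all naïve goats in every LAV-vaccinated (142 to 282.2) and Mycopar-vaccinated goat (62.92 to 230.2). IFNG, by contrast, averaged 248.1 in LAV-vaccinated and 195.7 in Mycopar-vaccinated goats, above the naïve mean (63.77). PIWIL2 averaged 10.7 ± 14.3 (SD, n = 4) in infected and 57.3 ± 39.7 (SD, n = 4) in naïve goats, and naïve goat 1 had 1.54, so the groups overlap (log2 fold change -2.32, standard error 1.22, limma adjusted p = 0.64). The replicate block left 5 of the 12 genes DE.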

On the other hand, the LAV-vaccinated goat group had 1018 significantly DE transcripts out of 17,380 compared to the naïve, non-infected control group. 

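Against naïve goats, 987 transcripts were DE in the 4 LAV-vaccinated goats. A limma adjusted p-value under 0.05 was reached by 381 transcripts, 210 of which also changed at least 2-fold. In the model with the replicate block, the 941 DE transcripts were close to this number, while those with an adjusted p-value under 0.05 fell to 103. Same-numbered LAV-vaccinated and naïve goats had a mean correlation of deviations of 0.065, and goats with different numbers -0.022. The fits that left out 1 goat gave 908 to 1074 DE transcripts. None of the other 34 splits of these 8 goats gave as many, and the highest of them gave 570.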

A total of 628 and 390 transcripts were up- and down-regulated, respectively. 

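Among the 987 DE transcripts counted here, 592 were up-regulated and 395 down-regulated after LAV vaccination, and 435 changed by at least 1.5 on the log2 scale. The 4 vaccinated and 4 naïve goats did not overlap for 548 of them (55.5%).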

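Of the 19 genes in Table 5, 11 were higher and 8 lower in LAV-vaccinated goats, 17 were DE and 3 had a limma adjusted p-value under 0.05. These were NOS2 (log2 fold change 5.30, standard error 0.87, limma adjusted p = 0.012), RETN (log2 fold change 4.21, standard error 0.56, limma adjusted p = 0.0039) and CRABP2 (log2 fold change -4.64, standard error 0.45, limma adjusted p = 0.00065). RETN averaged 708 ± 264 (SD, n = 4) normalized counts in LAV-vaccinated and 45.0 ± 33.2 (SD, n = 4) in naïve goats. CRABP2, which lies on chromosome 3 from 105983749 to 105989432, averaged 3.31 ± 1.96 (SD, n = 4) against 104 ± 41.8 (SD, n = 4), and naïve goat 1 stood above the other naïve goats with 166. Several of the other genes varied from goat to goat. TGFB3 ranged from 46.8 to 705 normalized counts in the LAV-vaccinated goats (log2 fold change 2.57, standard error 1.12, limma adjusted p = 0.24), and RAET1E from 9.49 to 1499 in the naïve goats (log2 fold change -3.58, standard error 1.57, limma adjusted p = 0.24). Outside Table 5, the largest changes with complete separation of the groups and a limma adjusted p-value under 0.05 were increases of CPNE6 (log2 fold change 4.15), LOC102170588 (3.59) and SLC28A3 (3.47) and decreases of STC1 (-3.96), KCNF1 (-3.42), CAV1 (-3.31) and HS3ST2 (-3.27), whose adjusted p-values from limma lay between 0.0039 and 0.033. With the replicate number as a block, the 3 increases had adjusted p-values above 0.05 (0.063, 0.071 and 0.06), while the 4 decreases stayed under it, from 0.017 to 0.046. In the fit with the replicate block, 16 of the 19 genes were DE and 3 had an adjusted p-value under 0.05.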

A total of 517 out of the 1018 DE transcripts had ≥2.8 fold change with a selected group of known function listed in **Table 5**. Additionally, when the transcripts of both LAV-vaccinated and infected groups were compared, at total of 1133 transcripts were significantly DE out of 17,380 (**Table 3**). 

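In LAV-vaccinated compared with infected goats, 1045 transcripts were DE and 544 had a limma adjusted p-value under 0.05. The corresponding numbers with the replicate number as a block were 1018 and 280, where the deviations of same-numbered goats had a mean correlation of -0.03 and those of other pairs 0.01. Leaving out 1 goat at a time gave 912 to 1118 DE transcripts. The highest number in the other 34 splits of these 8 goats was 498. By the paper's schedule, LAV-vaccinated goats were sampled before the challenge, and infected goats after it. Every difference between these groups can therefore not be told apart from a difference in age or sampling date. The largest increases with complete separation included IL2, with 57.0 ± 21.3 (SD, n = 4) normalized counts in LAV-vaccinated and 3.64 ± 2.96 (SD, n = 4) in infected goats (log2 fold change 3.90, standard error 0.71, limma adjusted p = 0.011), and LOC102170588 (log2 fold change 4.32, standard error 0.78, limma adjusted p = 0.01). IL-2 was also added to all wells as a protein. The largest decreases included CRABP2 (log2 fold change -4.36, standard error 0.45, limma adjusted p = 0.00054) and IL36B (log2 fold change -4.01, standard error 0.86, limma adjusted p = 0.024), of which IL36B had a limma adjusted p-value of 0.056 and CRABP2 of 0.0035 with the replicate block.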

Of these transcripts, 629 and 504 transcripts were up- and down-regulated, respectively. 

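Here 550 transcripts were higher and 495 lower in LAV-vaccinated than in infected goats, and 439 of the 1045 changed by at least 1.5 on the log2 scale. For 633 of them (60.6%), no LAV-vaccinated goat overlapped with an infected goat.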

A total of 575 out of the 1133 DE transcripts were greater than a 2.8 fold change. Interestingly, the immunization with the inactivated, oil-based vaccine (Mycopar) triggered significant changes in a large number of goat genes (*N* = 1714) including key genes involved in immune responses (**Table 6**).

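The 3 Mycopar-vaccinated goats had 1640 DE transcripts against the 4 naïve goats, 755 up-regulated and 885 down-regulated, and 2364 transcripts had a limma adjusted p-value under 0.05. A fit with the replicate number as a block gave 1489 and 1156, and the mean correlation of deviations was -0.156 for same-numbered and 0.052 for other pairs of goats. With the percentage of read pairs kept as a covariate, 1125 transcripts were DE and 1 passed the adjusted threshold. This percentage was lower in all 3 Mycopar-vaccinated goats than in any other goat. Without Mycopar-vaccinated goat 2, 1212 transcripts were DE, and without goat 1, 2190. Among the 22 genes of Table 6, 14 were higher and 8 lower, 21 were DE and 13 had an adjusted p-value under 0.05. With the replicate block, 20 were DE and 12 had a limma adjusted p-value under 0.05. IL9R fell from 362 to 72.9 normalized counts (log2 fold change -2.41, standard error 0.44, limma adjusted p = 0.0055) and TLR4 rose from 1485 to 5086 (log2 fold change 1.77, standard error 0.34, limma adjusted p = 0.0068). IL34 did not meet the definition of DE (log2 fold change 1.44, standard error 1.03, limma adjusted p = 0.37), and its counts ranged from 2.00 to 65.6 between the 3 vaccinated goats. BMP10 ranged from 0 to 391.5 normalized counts (log2 fold change 3.89, standard error 1.60, limma adjusted p = 0.12). With 3 goats against 4, the smallest exact two-sided permutation p is 0.057. The decrease of STC1, which Table 6 does not list, was the largest with complete separation of the groups and an adjusted p-value under 0.05 (log2 fold change -7.72, standard error 0.87, limma adjusted p = 0.00099).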

**Table 3:** Differentially expressed (DE) genes for each comparison group.

Comparison	Total analyzed Genes	DE genes^∗^
Infected vs. Naïve	17,380	226
LAV-vaccinated vs. Naïve		1,018
Mycopar-vaccinated vs. Naïve		1,714
LAV-vaccinated vs. Infected		1,133

*^∗^DE genes were identified as those with a p-value threshold of <0.05.*

**FIGURE 1:**
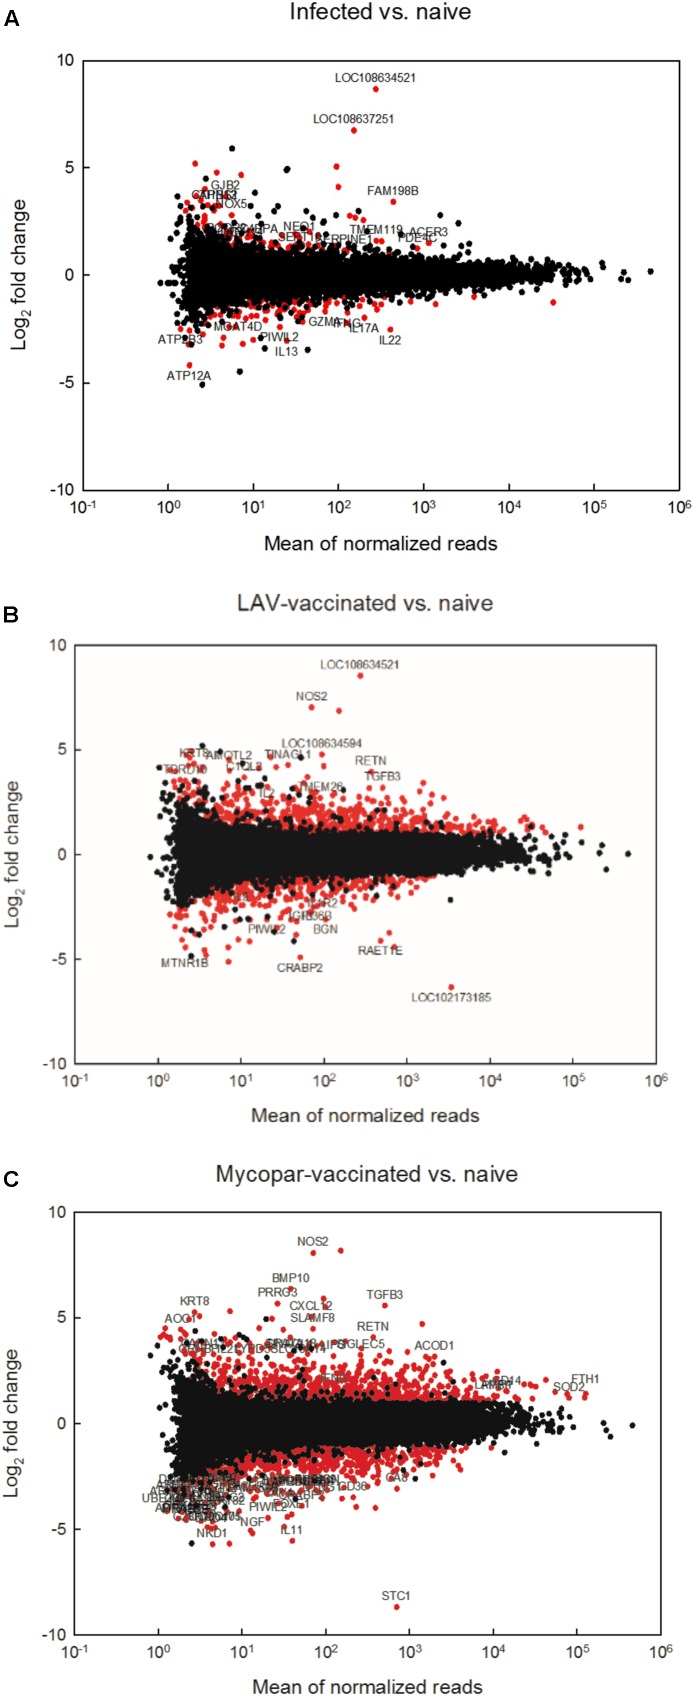
RNA sequencing analysis of different goat groups following infection or vaccination with LAV or Mycopar^®^ vaccines. MAplots of **(A)** the infected group compared to the naïve group, **(B)** the LAV-vaccinated group compared to the naïve group and **(C)** the Mycopar-vaccinated group compared to the naïve group are shown. Red dots represent differentially expressed transcripts (fold change > 2.0 or <–2.0, *p* < 0.05).

**Table 4:** Selected differentially up- or down-regulated genes by fold change, between 30 days post-infection and naïve groups among 226 genes with significant differential expression.

Gene symbol	Gene ID	Fold change	*P*-value	Description
FAM198B	102191727	10.70	0.0016	Family with sequence similarity 198 member B
CDCP1	102187276	4.06	0.0143	CUB domain containing protein 1
TMTC1	102185637	3.63	0.0217	Transmembrane and tetratricopeptide repeat containing 1
BAIAP2L1	102173150	3.61	0.0196	BAI1 associated protein 2 like 1
MEI1	102169168	2.99	0.0155	Meiotic double-stranded break formation protein 1
SETP10	102171885	2.41	0.0239	Septin 10
IL17F	102171111	-2.33	0.0098	Interleukin 17F
FCER2	102171507	-2.57	0.0001	Fc fragment of IgE receptor II
IFNG	100860815	-3.36	0.0047	Interferon, gamma
ADGRG1	102171366	-3.43	0.0037	Adhesion G protein-coupled receptor G1
APBB1	102179305	-4.47	0.0002	Amyloid beta precursor protein binding family B member 1
PIWIL2	102173845	-5.31	0.0400	Piwi like RNA-mediated gene silencing 2

**Table 5:** Selected differentially up- or down-regulated genes by fold change, between 30 days post-LAV-vaccination and naïve groups among 1018 genes with significant differential expression.

Gene symbol	Gene ID	Fold change	*p*-value	Description
NOS2	100860742	130.42	2.3E-09	Nitric oxide synthase 2
TINAGL1	102169636	19.31	1.2E-05	Tubulointerstitial nephritis antigen like
RETN	102176742	12.91	4.4E-13	Resistin
C1QL2	102176742	12.89	0.002	Complement C1q like 2
TDRD10	102174259	11.54	0.019	Tudor domain containing 10
TGFB3	102189962	9.13	0.0020	Transforming growth factor beta 3
ADGRE2	102171592	5.90	0.0135	Adhesion G protein-coupled receptor E2
LIPG	102191574	5.28	0.0001	Lipase G, endothelial type
KCNJ2	102168940	4.82	0.0003	Potassium voltage-gated channel subfamily J member 2
AQP9	102181396	4.72	0.0007	Aquaporin 9
BPI	102185756	3.61	0.0140	Bactericidal/permeability-increasing, protein
IL9	102179848	-2.91	0.0083	Interleukin 9
IL1R2	102186601	-3.63	0.0055	Interleukin 1 receptor type 2
IL36B	102182235	-5.46	0.0013	Interleukin 36 beta
IGF1	100860838	-5.46	0.0463	Insulin, like, growth, factor, 1
BGN	102183219	-8.57	0.0045	Biglycan
PIWIL2	102173845	-8.57	0.009	Piwi like RNA-mediated gene silencing 2
RAET1E	108636743	-17.27	0.0008	Retinoic acid early transcript 1E
CRABP2	102174348	-30.12	2.0E-20	Cellular retinoic acid binding protein 2

**Table 6:** Selected differentially up- or down-regulated genes by fold change, between 30 days post-Mycopar-vaccination and naïve groups among 1714 genes with significant differential expression.

Gene symbol	Gene ID	Fold change	*p*-value	Description
NOS2	100860742	269.200	3.7E-11	Nitric oxide synthase 2
BMP10	102185577	82.746	0.0003	Bone morphogenetic protein 10
TDRD10	102174259	18.438	0.0061	Tudor domain containing 10
RETN	102170965	16.901	4.2E-12	Resistin
AMOTL2	102169708	14.389	0.0065	Angiomotin like 2
KLRG2	102177407	12.733	2.9E-10	Killer cell lectin like receptor G2
IL21	100861248	8.124	4.6E-05	Interleukin 21
C2	102176085	7.95	2.4E-7	Complement C2
C3	100860826	6.495	0.0002	Complement C3
MCEMP1	102172348	6.436	7.4E-08	Mast cell expressed membrane protein 1
IL34	102173115	5.434	0.0084	Interleukin 34
IL12A	100861293	3.907	0.0035	Interleukin 12A
TLR4	100860955	3.423	3.8E-07	Toll like receptor 4
TNF	100861232	3.399	0.0003	Tumor necrosis factor
IL18	100861190	-4.441	3.6E-06	Interleukin 18
IL9	102179848	-4.802	0.0012	Interleukin 9
IL9R	102191479	-4.961	9.4E-08	Interleukin 9 receptor
IL5	102188034	-4.964	0.0396	Interleukin 5
IL36B	102182235	-9.557	0.0001	Interleukin 36 beta
IL13	102187477	-9.675	3.4E-07	Interleukin 13
PIWIL2	102173845	-22.152	0.0009	Piwi like RNA-mediated gene silencing 2
IL11	102184367	-46.823	1.6E-07	Interleukin 11

Several genes involved in immune responses were significantly regulated in all goat groups. For example, leukemia inhibitory factor (LIF), interferon-gamma (IFN-γ), and interleukin 22 (IL-22), were found to be DE genes in the infected group when compared to both the control and the LAV-vaccinated groups. 

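In infected goats, LIF, IFNG and IL22 were DE against both the naïve and the LAV-vaccinated goats. LIF lies on chromosome 17 from 1999635 to 2005933, IFNG on chromosome 5 from 44984285 to 44988400 and IL22 on chromosome 5 from 44887379 to 44892770 of ARS1. LIF averaged 259.5 ± 77.3 (SD, n = 4) normalized counts in naïve, 103 ± 33.8 (SD, n = 4) in infected and 396 ± 124 (SD, n = 4) in LAV-vaccinated goats. For IFNG, the means were 63.8 ± 31.0 (SD, n = 4), 19.3 ± 15.2 (SD, n = 4) and 248 ± 228 (SD, n = 4), and for IL22 516 ± 152 (SD, n = 4), 89.3 ± 56.8 (SD, n = 4) and 764 ± 372 (SD, n = 4), in the same order. No infected goat overlapped with a naïve or LAV-vaccinated goat for LIF or IL22. For IFNG, the highest infected goat (40.9) lay above the lowest naïve goat (26.9). With the replicate number as a block, the log2 fold changes of LIF, IFNG and IL22 against naïve goats were -1.33, -1.84 and -2.77. None of the 3 decreases against naïve goats had a limma adjusted p-value under 0.05.

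**Figure D2:**
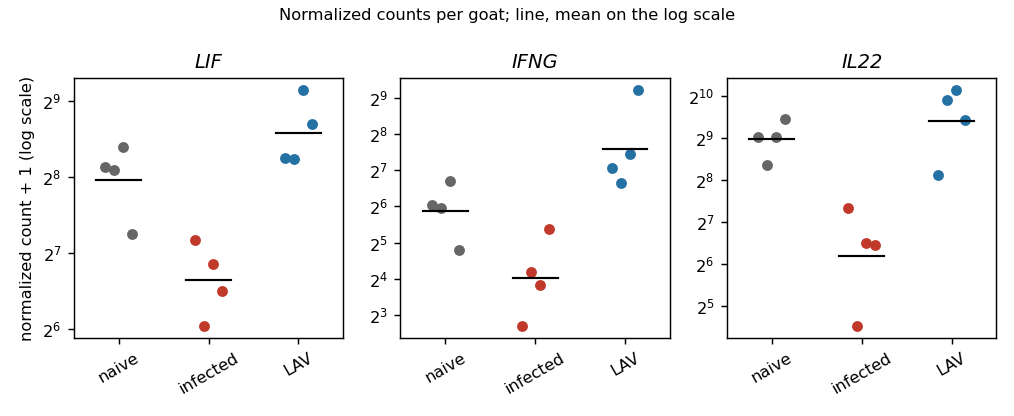
Normalized counts + 1 on a log scale for LIF, IFNG and IL22, with 1 point per goat and a line at the mean on the log scale for 4 naïve, 4 infected and 4 LAV-vaccinated goats. All infected goats are under all LAV-vaccinated goats for the 3 genes, while the infected goat with the most IFNG (40.9) is above the lowest naïve goat.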

More gene lists are provided in **Supplementary Tables S2–S8**. In the infected group, LIF was down-regulated by -2.51 fold change when compared to the control group and by 3.84 fold when compared to the vaccinated group. 

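LIF was lower in infected than in naïve goats (log2 fold change -1.33, standard error 0.31, limma adjusted p = 0.40; exact two-sided permutation p = 0.029, the smallest that 4 against 4 allow). LAV-vaccinated goats had more LIF than infected goats (log2 fold change 1.94, standard error 0.31, limma adjusted p = 0.0063). As a ratio of group means, the fold changes were -2.52 and 3.85. Including the replicate block, the log2 fold changes were -1.33 and 1.94 (limma adjusted p = 0.49 and adjusted p = 0.0098).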

IL-22, a Th17-related cytokine, was also down-regulated by a -5.78 fold in the infected group vs. the control group and by -33.82 fold when compared to the LAV-vaccinated group. 

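IL22 fell in infected compared with naïve goats (log2 fold change -2.77, standard error 0.54, limma adjusted p = 0.39; exact two-sided permutation p = 0.029), a ratio of means of -5.78. In LAV-vaccinated compared with infected goats, IL22 was higher (log2 fold change 3.21, standard error 0.54, limma adjusted p = 0.0081), and the ratio of means was 8.56. Leaving out 1 goat at a time gave log2 fold changes between 2.65 and 3.63 for the second comparison. The replicate block gave adjusted p-values of 0.49 and 0.024.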

Interestingly, NOS2 gene involved in controlling infection of a closely related mycobacteria, *M. tuberculosis* (Kutsch et al., 1999; Velez et al., 2009), was significantly induced (>100 fold) in both vaccine groups, suggesting an important role of this gene in adaptive immune responses following immunization with LAV (**Table 5**) or inactivated (**Table 6**) vaccine. 

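NOS2, which lies on chromosome 19 from 19203362 to 19245850 of ARS1, had 0 to 1.58 normalized counts in the 4 naïve goats, 7.63 to 219 in the 4 LAV-vaccinated goats and 52.2 to 469 in the 3 Mycopar-vaccinated goats. The means were 0.780 ± 0.901 (SD, n = 4), 103 ± 89.5 (SD, n = 4) and 214 ± 224 (SD, n = 3), so the ratios of means were 133 after LAV and 274 after Mycopar vaccination. On the scale of log2(normalized count + 1), the fold changes were 5.30 for LAV (standard error 0.87, limma adjusted p = 0.012) and 6.50 for Mycopar (standard error 0.94, limma adjusted p = 0.0023). In the fit with the replicate block, the adjusted p-values were 0.017 and 0.005. The naïve counts rest on at most 2 reads per goat, which leaves the size of the ratio imprecise. The infected goats averaged 2.92 ± 1.57 (SD, n = 4) normalized counts.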

A group of genes with unique diphasic regulatory responses in both LAV and infected goats included immune response genes (e.g., IFN-γ, Granulysin) as well as basic cell metabolic process (e.g., ART5). This list of genes (**Table 7**) could expand gene categories utilized as targets for developing a sensitive assay to differentiate infected from vaccinated animals (DIVA).

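All 11 transcripts of Table 7 changed in opposite directions in the 2 comparisons with naïve goats, 9 of them down after infection and up after LAV vaccination. The paper chose these transcripts from the same goats for their opposite directions, so the directions are no separate evidence. In infected vs. naïve goats 6 of the 11 met the definition of DE and 0 had a limma adjusted p-value under 0.05. In LAV-vaccinated vs. naïve goats, these numbers were 9 and 2, the latter being PMP22 and LOC108638192. With the replicate block, the limma adjusted p-value was 0.081 for PMP22 and 0.049 for LOC108638192, so 1 of the 11 stayed under 0.05. GNLY, which encodes granulysin, had a log2 fold change of -0.95 (standard error 0.51) after infection and of 1.05 (standard error 0.51) after LAV vaccination, with adjusted p-values of 0.65 and 0.29. For ART5, the log2 fold changes were -0.88 and 1.74, with adjusted p-values of 0.67 and 0.078. LAV-vaccinated goat 3 stood above the other LAV-vaccinated goats for this gene, with 147 normalized counts. Fitted with the replicate block, GNLY had adjusted p-values of 0.76 and 0.38.

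**Figure D3:**
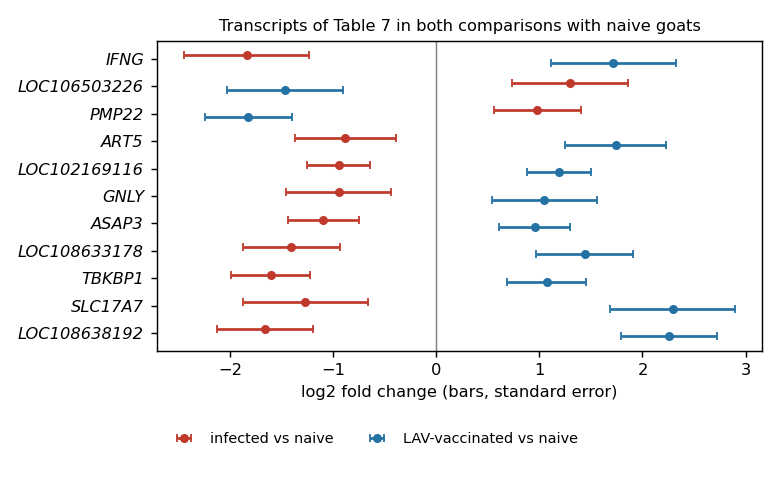
Log2 fold changes of the 11 transcripts of Table 7 for infected vs. naïve (red) and LAV-vaccinated vs. naïve goats (blue), with bars of 1 standard error. The 2 points of each transcript lie on opposite sides of 0, the property by which the paper chose these transcripts from the same goats.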

**Table 7:** Common differentially expressed genes regulated in opposite direction between 30 days post-infection and 30 days post-LAV-vaccinated groups, each compared to the naïve group.

Gene symbol	Gene ID	Fold change in infected group	Fold change in vaccinated group	Description
LOC106503226	106503226	2.62	-2.53	Non-coding RNA
PMP22	102184371	2.11	-3.46	Peripheral myelin protein 22
ART5	102169686	-2.01	3.05	ADP-ribosyltransferase 5
LOC102169116	102169116	-2.03	2.27	Ecto-ADP-ribosyltransferase 5
GNLY	102191341	-2.13	2.19	Granulysin
ASAP3	102182646	-2.16	2.10	ArfGAP with SH3 domain ankyrin repeat and PH domain 3
LOC108633178	108633178	-2.68	2.95	Granzyme B-like
TBKBP1	102172659	-3.03	2.23	TBK1 binding protein transcript
SLC17A7	102169042	-3.12	5.50	Solute carrier family 17 member 7
LOC108638192	108638192	-3.27	5.28	Non-coding RNA
IFNG	100860815	-3.36	3.89	Interferon gamma

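The lists of 235 and 987 DE transcripts for infected and LAV-vaccinated goats shared 67 transcripts, 60 of them changed in the same direction (40 up and 20 down). Both lists rest on the same 4 naïve goats. The fit with the replicate block shared 60 transcripts between the 2 lists. In 34 of 100 groupings of these 12 goats that kept same-numbered goats apart, the real one included, at least as many transcripts were shared. The number shared with 1 goat left out was 54 to 123.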

Among those identified DE transcripts in the infected and LAV-vaccinated groups (each referenced against the naïve group), there were 68 transcripts in common (**Figure 2A**). The majority of those transcripts were regulated in the same direction in both groups, but 11 transcripts were regulated in the opposite direction. A non-coding RNA transcript, LOC106503226 and a gene, PMP22, were the only two that were up-regulated 30 days PI and down-regulated 30 days post-vaccination. 

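By the definition used here, 7 shared DE transcripts changed in opposite directions, 5 of them down after infection and up after LAV vaccination (IFNG, TBKBP1, LOC102177285, LOC108633178 and LOC108638192) and 2 the other way (LOC106503226 and FAM171A2). LOC106503226 averaged 37.4 ± 20.7 (SD, n = 4) normalized counts in infected, 14.02 ± 6.34 (SD, n = 4) in naïve and 5.83 ± 5.19 (SD, n = 4) in LAV-vaccinated goats (log2 fold changes 1.30 and -1.47 against naïve goats). PMP22 averaged 269 ± 127 (SD, n = 4), 128 ± 37.5 (SD, n = 4) and 36.5 ± 15.7 (SD, n = 4), in the same order. Its log2 fold change after infection was 0.98 (standard error 0.42, limma adjusted p = 0.55), just under the limit of 1, and after LAV vaccination -1.82 (standard error 0.42, limma adjusted p = 0.041). The fit with the replicate number as a block gave 6 transcripts with opposite directions, and the fits with 1 goat left out gave 3 to 13.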

The remaining 9 transcripts (e.g., ART5 and IFNG) were down-regulated 30 days PI and up-regulated 30 days post-vaccination (**Table 6**). More comparative analysis of transcript profiles identified 76 transcripts commonly up- or down-regulated shared between the lists of genes from comparing infected vs. naïve control and *M. paratuberculosis*-infected vs. LAV-vaccinated transcripts (**Figure 2B**). Those common genes could be considered the core responsive genes for *M. paratuberculosis* infection or vaccination with an LAV vaccine. 

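The DE lists of infected vs. naïve and LAV-vaccinated vs. infected goats shared 71 transcripts, or 68 with the replicate number as a block. For 70 of them, infected goats differed in the same direction from naïve and from LAV-vaccinated goats. Both comparisons use the same 4 infected goats, and 32 of 100 groupings of these 12 goats that kept same-numbered goats apart, the real one included, shared at least as many.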

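The DE lists of the 2 vaccines against naïve goats shared 628 transcripts, 363 up-regulated and 265 down-regulated in both, and none changed in opposite directions. Across all 17380 transcripts, which are not independent replicates, the log2 fold changes of the 2 vaccines had a correlation of 0.759. Both comparisons use the same 4 naïve goats. When 2 of them served for LAV and the other 2 for Mycopar, the correlation was 0.407 to 0.583 over the 6 ways to divide them. Between the fits with the replicate block, 568 transcripts were shared.

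**Figure D4:**
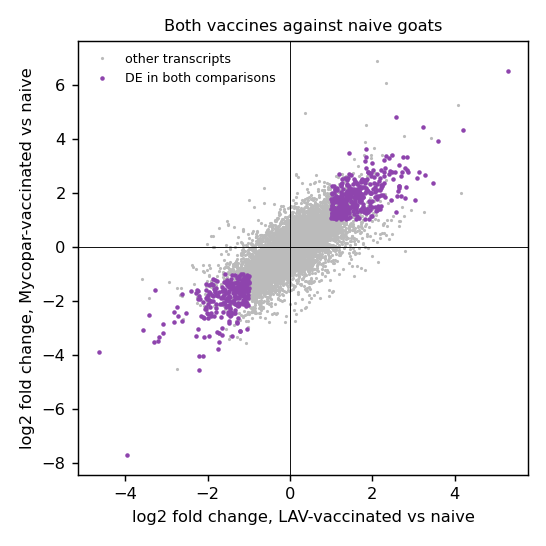
Log2 fold change of each transcript in LAV-vaccinated vs. naïve goats (horizontal axis) and in Mycopar-vaccinated vs. naïve goats (vertical axis), with the 628 transcripts that were DE in both in purple and the other transcripts in grey. The purple points lie only where both changes are positive or both are negative.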

For the inactivated vaccine, a total of 667 core genes (**Figure 2C**) were also regulated when compared to the LAV-vaccine group (**Supplementary Table S7**). Such core genes included those with potential rules in immunity (e.g., NOS2, RETN, and IL21), another indication of core genes responsive to any *M. paratuberculosis-*specific vaccines whether live-attenuated or inactivated were used.

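RETN rose from 45.0 ± 33.2 (SD, n = 4) normalized counts in naïve goats to 708 ± 264 (SD, n = 4) in LAV-vaccinated and 769.8 ± 331 (SD, n = 3) in Mycopar-vaccinated goats, with log2 fold changes of 4.21 and 4.32 (limma adjusted p = 0.0039 and adjusted p = 0.0018). IL21 was low in all groups, with 2.09 ± 1.66 (SD, n = 4), 10.5 ± 4.94 (SD, n = 4) and 15.8 ± 4.81 (SD, n = 3), in the same order. Its log2 fold changes were 1.98 and 2.63 (limma adjusted p = 0.054 and adjusted p = 0.0091). All vaccinated goats lay above all naïve goats for NOS2, RETN and IL21. For IL21, the replicate block gave adjusted p-values of 0.082 after LAV and 0.02 after Mycopar vaccination.

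**Figure D5:**
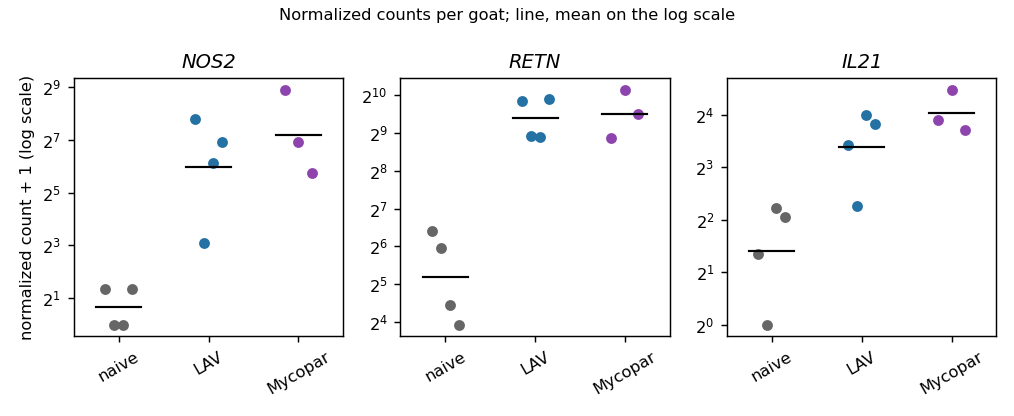
Normalized counts + 1 on a log scale for NOS2, RETN and IL21, with 1 point per goat and a line at the mean on the log scale for 4 naïve, 4 LAV-vaccinated and 3 Mycopar-vaccinated goats. The lowest vaccinated goat has 7.63 normalized counts of NOS2, and the highest naïve goat has 1.58.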

**FIGURE 2:**
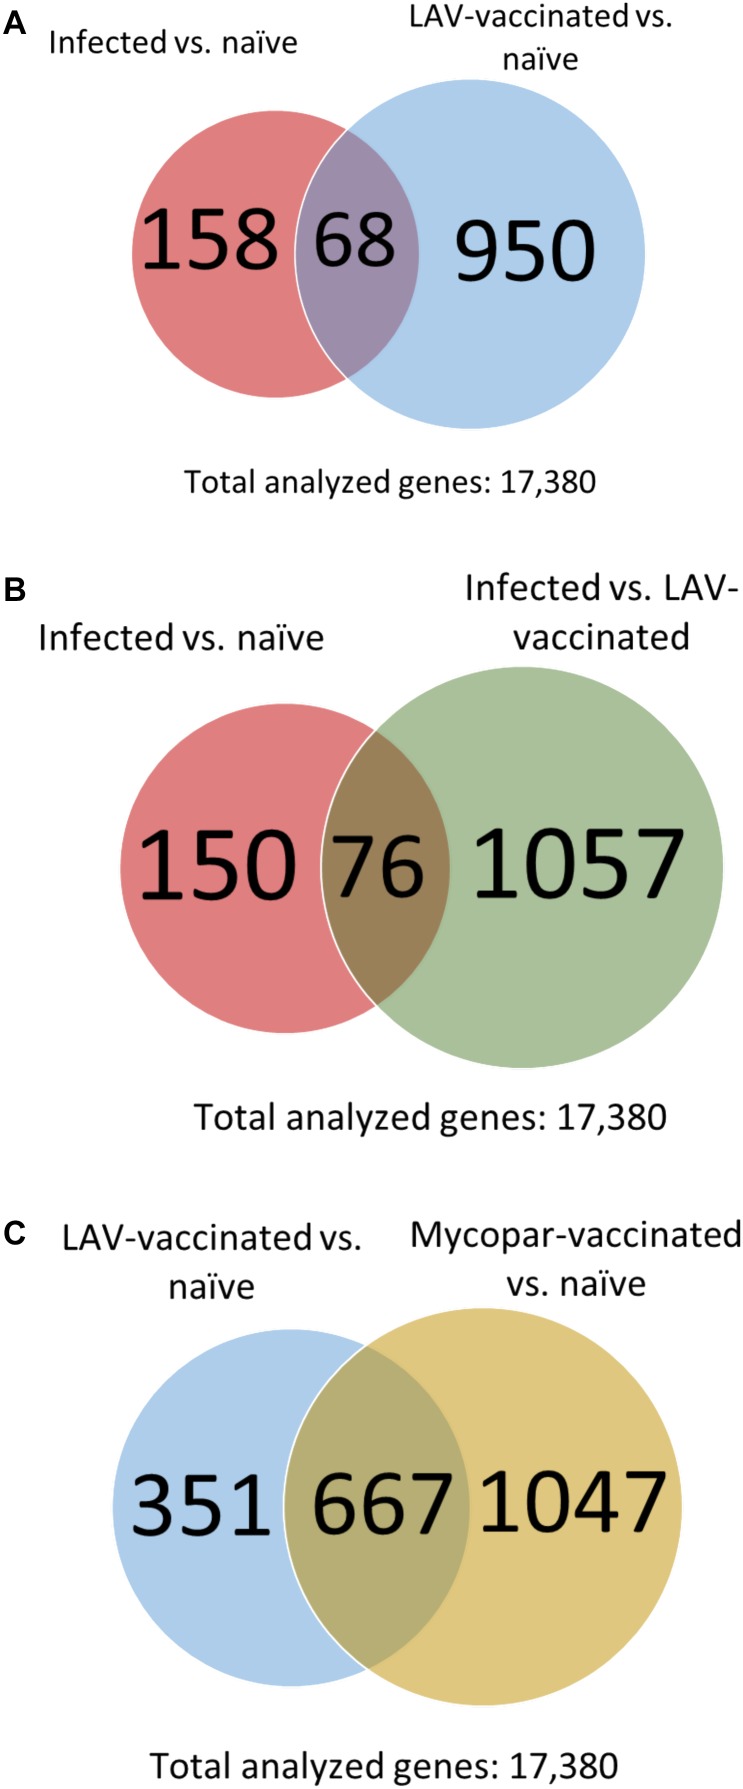
Comparative transcriptome analysis of the infected and vaccinated goat groups. Venn diagrams show numbers of common DE transcripts between **(A)** the infected and vaccinated groups, each compared to the naïve group. **(B)** Infected vs. naïve and infected vs. LAV-vaccinated groups and **(C)** LAV-vaccinated vs. naïve and Mycopar-vaccinated vs. naïve groups.

### Pathways and Networks of Differentially Expressed Genes

To better define gene pathways involved in *M. paratuberculosis* infection, genes with significant differential expression were evaluated through GO analysis using agriGO. This analysis provides categories of genes involved in different biological or molecular functions and those integral for different cellular components. Interestingly, the most abundant significant terms for the GO analysis for the infected vs. naïve control group included genes involved in protein binding, regulation of cellular process and response to stimulus, which includes significant subcategories immune responses (GO:0006955) and inflammatory response (GO:0006954) (**Figure 3**), suggesting the importance of controlling immune genes by *M. paratuberculosis* following infection. 

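The DE list that such terms start from held 235 transcripts here, 0 of which had a limma adjusted p-value under 0.05. Of the 226 transcripts in the paper's Table S2, 151 were also DE here, and all had the same direction of change. GO terms were not recomputed. Among the immune genes of this list, GZMA fell from 105 ± 17.5 (SD, n = 4) to 32.6 ± 14.4 (SD, n = 4) normalized counts (log2 fold change -1.75, standard error 0.36, limma adjusted p = 0.39) and TBX21 from 1248 ± 154 (SD, n = 4) to 492 ± 172 (SD, n = 4) (log2 fold change -1.40). TBX21 in the fit with the replicate block had an adjusted p-value of 0.064.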

On the other hand, the largest gene groups with significant GO terms for the Mycopar- or LAV-vaccinated vs. infected groups included genes involved in binding, cellular process and metabolic process while those for the LAV-vaccinated vs. infected group included genes involved in cellular process and biological regulation (**Supplementary Figure S1**).

**FIGURE 3:**
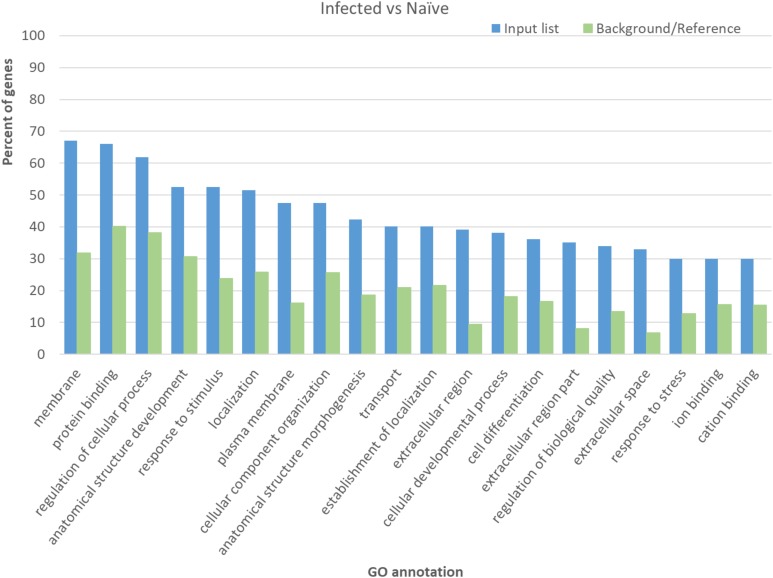
Significant terms in gene ontology analysis for the differentially expressed genes in infected goats compared to naïve control goats. The agriGO for automated identification of GO terms were used on the list of genes with significant differential expression when the transcriptomes of infected and naïve goats were compared.

To better characterize gene networks activated during infection and vaccination, gene transcripts were further analyzed to identify co-regulated genes. **Figure 4** displays gene network analysis in the post-infection group. Several in the up-regulated group of genes (**Figure 4A**), such as ACER3, SYNJ2, CORO6 and PLS1, showed physical associations and co-expression among transcripts of the *M. paratuberculosis*-infected group. In addition, homologs of PDE4C and TSKU were also found associated (Halls and Cooper, 2010; Schlecht et al., 2012; Costanzo et al., 2016) and suggested to be involved in signaling and relaxin regulation (Halls and Cooper, 2010). 

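The 12 genes of Fig. 4A, which the paper chose as up-regulated in the same goats, were all higher in infected than in naïve goats, with log2 fold changes from 1.06 to 2.57. Of these, 11 were DE, 5 with complete separation of the groups and 0 with a limma adjusted p-value under 0.05. ACER3 averaged 1116 ± 469 (SD, n = 4) normalized counts in infected and 393 ± 111 (SD, n = 4) in naïve goats (log2 fold change 1.42, standard error 0.37, limma adjusted p = 0.40). ACER3 was also above all naïve goats in every LAV-vaccinated (723.7 to 1580.2) and Mycopar-vaccinated goat (1428.2 to 3428.4). Its rise was thus not seen in infected goats alone. By contrast, SYNJ2 averaged 8.8 in Mycopar-vaccinated goats, and COL1A1 had no read in LAV-vaccinated goats. For CORO6, the means were 15.9 ± 2.29 (SD, n = 4) and 7.11 ± 0.772 (SD, n = 4), without overlap (log2 fold change 1.06, standard error 0.38, limma adjusted p = 0.53; exact two-sided permutation p = 0.029). PLS1 averaged 13.98 ± 13.3 (SD, n = 4) against 3.79 ± 3.19 (SD, n = 4), and SYNJ2 45.1 ± 32.5 (SD, n = 4) against 18.7 ± 10.9 (SD, n = 4). Both overlapped between the groups, with limma adjusted p-values of 0.56 and 0.63. COL1A1, also in Fig. 4A, had no read in any naïve goat and 0.790 to 24.8 normalized counts in infected goats, the highest in infected goat 2. The replicate block left 11 of the 12 genes DE.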

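PDE4C averaged 1127 ± 524 (SD, n = 4) normalized counts in infected and 477 ± 71.8 (SD, n = 4) in naïve goats (log2 fold change 1.15, standard error 0.43, limma adjusted p = 0.53), without overlap between the groups. TSKU averaged 110.2 ± 44.6 (SD, n = 4) and 54.7 ± 27.4 (SD, n = 4), with overlap (log2 fold change 1.07, standard error 0.43, limma adjusted p = 0.54). The replicate block gave adjusted p-values of 0.63 and 0.64.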

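The 3 ATPase genes had low counts. ATP7B averaged 5.25 ± 1.69 (SD, n = 4) normalized counts in infected and 14.2 ± 5.72 (SD, n = 4) in naïve goats (log2 fold change -1.24, standard error 0.49, limma adjusted p = 0.53). ATP12A had no read in 3 of the 4 infected goats and 0.890 normalized counts in infected goat 3, against 1.22 to 7.46 in naïve goats (log2 fold change -2.09, standard error 0.47, limma adjusted p = 0.40). The means of ATP2B3 were 0.670 ± 0.798 (SD, n = 4) and 3.66 ± 0.684 (SD, n = 4) (log2 fold change -1.60, standard error 0.45, limma adjusted p = 0.40). For each of the 3 genes, all infected goats were under all naïve goats in normalized counts (exact two-sided permutation p = 0.029, the smallest that 4 against 4 allow). For ATP12A, infected goat 3 and naïve goat 3 each had 1 read, worth 0.8929 and 1.2211 normalized counts. For ATP2B3, infected goat 1 (1.58) and naïve goat 4 (3.16) had the same number of reads. For ATP12A and ATP2B3, the separation therefore rests on the size factors of single libraries. Including the replicate block, the log2 fold changes were -1.24, -2.09 and -1.60. The means of ATP7B, ATP12A and ATP2B3 were also under those of naïve goats after LAV vaccination (10.57, 1.08 and 0.44). The same held after Mycopar vaccination (6.967, 0.9433 and 0.6567).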

In **Figure 4B**, a co-down-regulation of ATP7B, ATP12A and ATP2B3 suggests a possible reduced activity of calcium transport in infected cells. This analysis also highlighted the negative regulation by *M. paratuberculosis* of host cytokines such as IFN-γ, IL-13, IL-17A, IL-17F, and IL-22.

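All 15 genes examined from Fig. 4B were lower in infected goats, with log2 fold changes from -2.77 to -1.21, and 14 of them were DE. None had a limma adjusted p-value under 0.05, the smallest being 0.24. IL13 fell from 46.0 ± 33.0 (SD, n = 4) to 5.59 ± 2.90 (SD, n = 4) normalized counts (log2 fold change -2.70, standard error 0.46, limma adjusted p = 0.27), with naïve goats from 22.1 to 92.6. IL17A fell from 230.0 ± 76.9 (SD, n = 4) to 58.1 ± 37.4 (SD, n = 4) (log2 fold change -2.09, standard error 0.49, limma adjusted p = 0.40), and naïve goat 3 was apart from the other naïve goats with 117 normalized counts. For IL17F, the means were 626 ± 197 (SD, n = 4) and 268 ± 201 (SD, n = 4) (log2 fold change -1.47, standard error 0.47, limma adjusted p = 0.49). Taken as a mean of log2 values, IFNG, IL13, IL17A, IL17F, IL22 and LIF differed by -2.03 between infected and naïve goats (exact two-sided permutation p = 0.029, the smallest that 4 against 4 allow, and 0.29 after adjustment over 20 such tests). These genes were chosen by the paper from the same goats. In the fit with the replicate block, 14 of the 15 genes were DE.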

**FIGURE 4:**
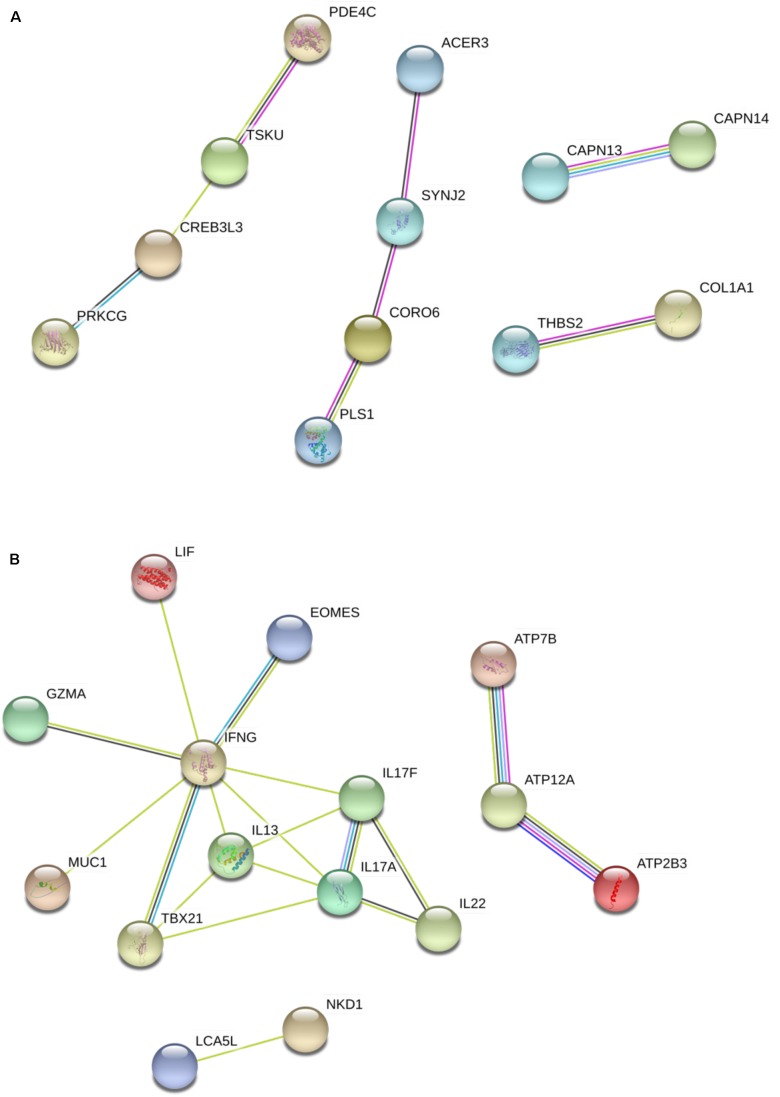
Gene network analysis of DE genes in the infected group. **(A)** Genes that were significantly up-regulated. **(B)** Genes that were significantly down-regulated. IL-17A and IL-17F are two homologs in the IL-17 family. Light green lines represent connection between genes co-mentioned in an abstract in published studies, cyan lines represent putative pathway connections found in homologs in other species, black lines represent co-expression in *Bos taurus* or homologs in other species and pink lines represent experimentally determined association.

### Prolonged Changes of Key Host Genes

To further analyze the utility of transcriptome analysis for prediction of unique transcripts associated with infection or vaccination, we used real-time, quantitative PCR to compare transcript levels among animal groups over 12 months post-challenge (MPC) (**Figure 5**). Interestingly, IL-17 cytokine was repressed in the challenged and Mycopar^®^ and LAV-vaccinated goats compared to the naïve control group for all examined times, except for the infected group at 2 MPC. Similarly, the Sept10 gene was induced, only at 2 MPC. On the other hand, IL-36 was activated soon after vaccination (1 and 2 MPC) but then repressed for the rest of the examined time points, i.e., 6 and 12 MPC. More interestingly, the IFN-γ expression profile was refractive to elicited immune responses. IFN-γ was induced soon in the LAV-vaccine group (1 MPC) but then continued to be expressed in the Mycopar^®^-vaccinated and *M. paratuberculosis*-challenged groups starting from 2 MPC until the end of the experiment. At all of these sampling times, the IFN-γ was consistently higher in the LAV-vaccine group compared to the challenged group.

**FIGURE 5:**
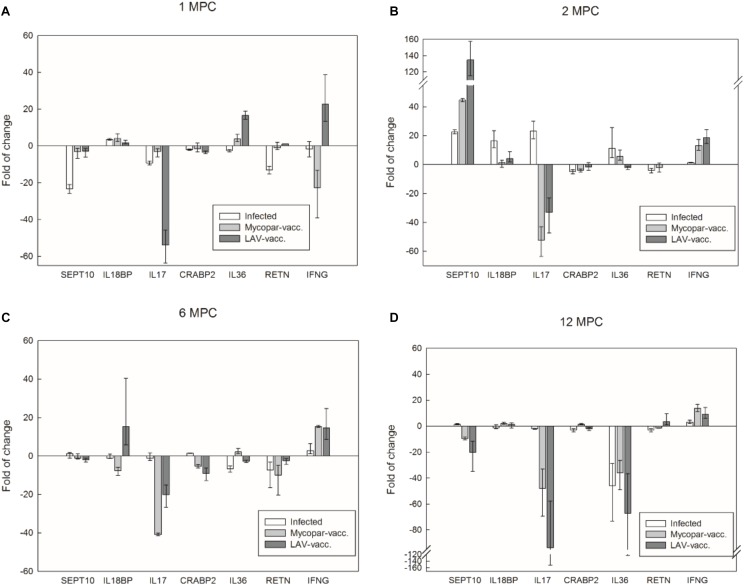
Transcriptional profile of key caprine genes over 12 months post challenge with *M. paratuberculosis*. Panels display quantitative real-time PCR analysis of total RNA extracted from blood samples collected from goat groups at 1 **(A)**, 2 **(B)**, 6 **(C)**, and 12 **(D)** months post challenge (MPC). Expression levels were calculated with ΔΔ*Ct* relative quantitation method relative to the GAPDH gene expression in the naïve group. Target gene names are listed below each panel and fold change for the infected, Mycopar or LAV-vaccinated relative to naïve goat groups are listed on the *Y*-axis. At each time point, samples from three animals in each group except the infected group at 1 MPC (*N* = 2) were included and standard errors of the mean (SEM) of the three measurements were presented as error bars.

## Discussion

Infection with *M. paratuberculosis* is costing the dairy industry significant economic losses (Cho et al., 2012) and is difficult to detect its presence, especially during early disease stages (Li et al., 2017). In this project, the goat PBMC transcriptome was profiled using RNA-Sequencing (RNA-Seq) to compare the early gene expression, 30 days post-infection and post-vaccination, compared to healthy, naïve controls. In addition to better understanding of disease progression, such analysis is expected to yield targets for further development into a diagnostic assay for early stages of Johne’s disease. Similar to others (Aranday-Cortes et al., 2012; Bhuju et al., 2012; Churbanov and Milligan, 2012; Kohler et al., 2015), we focused our analysis on the transcriptome of PBMC stimulated cells with *M. paratuberculosis* lysate to further increase biomarker specificity to *M. paratuberculosis* infection and/or vaccination. Many transcriptomic analyzing tools largely depend on information from an annotated genome. In this study, our quality of transcriptomic analyses improved as the goat genome assembly was significantly refined (Bickhart et al., 2017). According to NCBI *Capra hircus* Annotation Release 102, of 20,593 predicted coding genes, 20,256 had a protein aligned 50% or more of the query against the UniProtKB/Swiss-Prot curated proteins (NCBI, 2016). The updated annotation thus provides a much more reliable reference to our analysis. The generated RNA-Seq dataset could also benefit further improvement of goat genome annotation. As expected, a large number of DE transcripts were found between the vaccinated and infected groups (1133 genes) and between the vaccinated and naïve control group (1018 genes). In contrast, there was a relatively small number (226) of DE transcripts when comparing the infected and naïve control group. This large difference in the number of DE transcripts is most likely associated with the route of administration since both vaccines were administered subcutaneously (contrary to oral infection), allowing for increased contact with PBMCs in the bloodstream, while challenge dose of *M. paratuberculosis* could reach PBMC following intestinal invasion (Stabel et al., 2009). 

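The difference between the comparisons also appears without a threshold. The first principal component of the log2 values held 26.5% of the variance and placed the 7 vaccinated goats between 9.15 and 78.7 and the 8 naïve and infected goats between -49.9 and -16.13. Infected and naïve goats overlapped on it. The DE transcripts counted here were 235 for infected, 987 for LAV-vaccinated and 1640 for Mycopar-vaccinated goats against naïve goats. In the order of these groups, 229, 941 and 1489 were DE with the replicate number as a block. The mean correlation of deviations of same-numbered goats was -0.055. From the smaller number after infection, the paper proposes that the route of administration matters: both vaccines were given under the skin, which it takes to increase contact with PBMC, while it describes the oral challenge dose as able to reach PBMC after invasion of the intestine.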

Our analysis, further illustrated the importance of route of infection and/or vaccination for the type and magnitude of the generated host responses.

Although the comparison between the infected and naïve control group produced a relatively small number of DE transcripts, preliminary evaluation of these genes indicated a large number of genes with immunological and inflammatory functions, including interferon gamma (IFN-γ), IL-18 binding protein, IL-17A, and IL-22. IFN-γ is an important player in the defense against intracellular pathogens including mycobacteria (Arsenault et al., 2012). A previous study in cattle showed that in the subclinical stages of infection, IFN-γ expression increased at the site of infection (Sweeney et al., 1998). Other studies indicate that *M. paratuberculosis*-infected animals produce IFN-γ but are unresponsive to it (Arsenault et al., 2012). In that study, IFN-γ was secreted significantly less (-3.36 fold change) in subclinically infected goats compared with the naïve, control goats. This IFN-γ profile was also evident in subclinically infected goats vs. vaccinated goats (-13.0 fold change). 

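IFNG was lower in infected than in naïve goats (log2 fold change -1.84, standard error 0.61, limma adjusted p = 0.52; exact two-sided permutation p = 0.057), with a ratio of means of -3.31. In LAV-vaccinated compared with infected goats, it was higher (log2 fold change 3.56, standard error 0.61, limma adjusted p = 0.0081; exact two-sided permutation p = 0.029), with a ratio of means of 12.9. The LAV-vaccinated goats ranged from 99.2 to 587 normalized counts. The replicate block gave adjusted p-values of 0.60 and 0.024.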

Previously, IFN-γ was reported to be induced in PBMC’s stimulated with *M. paratuberculosis* whole-cell sonicate from subclinically infected cows (Stabel, 2000). However, these cows ranged from 2 to 10 years of age and therefore were much further along in the infection pathogenesis than in the current study, which tested goats 30 days PI. The host response clearly changes over time and this data may demonstrate that. 

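IL18BP, which lies on chromosome 15 from 31788381 to 31790497 of ARS1, had 0 to 2.26 normalized counts in the 4 infected goats and 0 to 1.58 in the 4 naïve goats, which is at most 3 reads per goat. The means were 0.762 ± 1.07 (SD, n = 4) and 0.700 ± 0.822 (SD, n = 4), the log2 fold change was 0.01 (standard error 0.65, limma adjusted p = 0.999), and the ratio of means was 1.09. Including the replicate block, the log2 fold change was 0.01. Leaving out 1 goat at a time gave log2 fold changes between -0.35 and 0.25, so the direction was not fixed.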

Potentially linked to the identified repression of IFN-γ, is the moderate up-regulation (+1.30 fold change) of interleukin 18 binding protein (IL-18 bp) in the infected vs. naïve control group. IL-18 bp binds to IL-18 to block its biological activity (Novick et al., 1999). IL-18 is a pro-inflammatory cytokine that functions in the early Th1 cytokine response and induces IFN-γ production. A major source of IL-18 bp is from intestinal endothelial cells and macrophages (Corbaz et al., 2002). Therefore, IL-18 bp serves to modulate the early Th1 immune response in the intestine, the site of *M. paratuberculosis* infection. Interestingly, IL-18 bp has been found to be up-regulated during active Crohn’s disease, an inflammatory bowel disease in humans with potential association to *M. paratuberculosis* infection (Corbaz et al., 2002).

As expected, genes involved in immune responses (e.g., LIF, IFN-γ, and IL-22), were found to be DE among examined goat groups. LIF is a pleiotropic cytokine belonging to the IL-6 cytokine family with receptors primarily on monocytes/macrophages (Nicola and Babon, 2015). In the infected group, both LIF and IL-22, a Th17-related cytokine, were down-regulated in the infected group vs. the control or the vaccinated groups. These three genes, along with IL-13 and IL-17, were also found having associations in the protein network analysis. 

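The 2 IL-17 genes on chromosome 23, IL17A (24547734 to 24551245) and IL17F (24511444 to 24519042), had log2 fold changes of -2.09 and -1.47 in infected vs. naïve goats. All infected goats were under all naïve goats for IL17A (exact two-sided permutation p = 0.029), whereas the groups overlapped for IL17F (exact two-sided permutation p = 0.086). Fitted with the replicate block, they had limma adjusted p-values of 0.49 and 0.58.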

IL-17 was also down-regulated in the infected vs. control group. Down-regulation of IFN-γ, IL-22 and IL-17 genes may suggest overall down-regulation of Th1 and Th17 cell activities and reduced cellular immunity against infections. Several studies in *Mycobacterium tuberculosis* and *Mycobacterium bovis* have shown significant IL-17 responses (Blanco et al., 2011; Jurado et al., 2012). A recent study on RNA-Seq analysis in cattle infected with *M. bovis* showed an up-regulation of IL-17, IL-22, and IFN-γ at 1-month PI (Waters et al., 2015). This is in contrast to some of our findings in the present study (in case of IL-17) which was further confirmed by prolonged analysis of key genes up to 12 months post infection (**Figure 5**). Such difference could be attributed to the difference in host response to *M. bovis* vs. *M. paratuberculosis.* Further investigation into these key immune regulated genes as will aid in understanding how the host is dynamically responding to *M. paratuberculosis* infection or vaccination.

Our gene network analysis also shows associations among genes that were up-regulated in the infected group (**Figure 4A**). Interestingly, homologs of ACER3, SYNJ2, CORO6 and PLS1 in animal species other than goats (mainly bovine, *Bos Taurus*) were also shown to have physical associations (Schlecht et al., 2012; Hein et al., 2015) and co-expression (Clancy et al., 2003; Janji et al., 2010) as well. Particularly, homologs of CORO6, an actin binding protein, was suggested to be involved in cytokinesis. In *M. tuberculosis*-infected macrophages, CORO6 homolog coronin-1a was suggested to inhibit auto-phagosome formation and facilitate *M. tuberculosis* survival (Seto et al., 2012). In addition, homologs of PDE4C and TSKU were also found associated (Halls and Cooper, 2010; Schlecht et al., 2012; Costanzo et al., 2016) and suggested to be involved in signaling and relaxin regulation (Halls and Cooper, 2010). It may thus imply a status of progression of an *M. paratuberculosis* infection in hosts as observed in *M. tuberculosis* infection (Seto et al., 2012). This observation, along with the likely reduced cellular immunity discussed above, is consistent with the infection status of the host. It is unclear, however, how bacterial or host factors regulate the expression of those genes. Understanding the host-pathogen interaction early in infection will allow for the identification of genes upregulated during initial infection. A useful biomarker for infection must be specific, detectable over the course of the disease with varying inoculation doses, and easily measurable. Moreover, it would improve interpretation of early disease detection if the biomarkers could differentiate infected and vaccinated animals. In our analyses, we identified 9 transcripts (out of 11 in **Table 7**) that were down-regulated 30 days PI and up-regulated 30 days post-vaccination. This biphasic regulation of those genes or transcripts might make them specific markers for differentiating vaccinated animals that are healthy or those infected with *M. paratuberculosis*.

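Among these transcripts, LOC108638192 averaged 2.91 ± 2.33 (SD, n = 4) normalized counts in infected, 9.17 ± 1.33 (SD, n = 4) in naïve and 48.1 ± 9.96 (SD, n = 4) in LAV-vaccinated goats, with no overlap between the 3 groups. Its log2 fold changes against naïve goats were -1.66 (standard error 0.46, limma adjusted p = 0.40) after infection and 2.26 (standard error 0.46, limma adjusted p = 0.028) after LAV vaccination. In the fit with the replicate block, the adjusted p-values were 0.53 and 0.049. The infected goats had 0 to 5.52 normalized counts.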

The RNA-Seq analysis was performed only on samples taken 1 month post-infection or post-vaccination to identify early gene regulations in tested groups, notably, between 1 month after vaccinated only and infected only groups. This comparison differentiates host gene regulating responses after exposure to vaccine strains or virulent strains of *M. paratuberculosis*. The vaccinated animals were then challenged 2 months after the vaccination and several key gene expressions were profiled with quantitative PCR (**Figure 5**). The temporal expression patterns within the tested 1 year period could reflect unique characteristics of host responses after exposure to virulent *M. paratuberculosis* with or without prior vaccinations and could also benefit development of diagnostics. For example, IL-17 expressions in the vaccinated animals remained highly repressed at all time while peaking at 2 month post-challenge in the infected only group.

Future work includes evaluation of these target genes in calves at various time points of infection phase to confirm our analysis of experimentally infected animals. Similarly, we could identify specific biomarkers for the differentiation of infected from vaccinated animals, a goal that could further improve the utility of using vaccines to control Johne’s disease in cattle.

## Data Availability

All data presented in this manuscript are available through this report or the accompanied **Supplementary Tables** and **Supplementary Figures**. RNA-Seq data were deposited in NCBI Gene Expression Omnibus (GEO) database under accession number GSE117799.

## Author Contributions

AT perceived the original idea and supervised the whole project. AB and CWW conducted all of the experiments while AV was responsible for the real-time PCR section. All the authors contributed to the writing and editing of the manuscript.

## Conflict of Interest Statement

AT has an ownership interest in Pan Genome Systems, Inc., which is working in the area of animal vaccine development. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Biomarkers for Early Stages of Johne’s Disease Infection and Immunization in Goats
**Source:** Front Microbiol. 2018 Sep 28;9:2284. doi: 10.3389/fmicb.2018.02284
**Supplement:** Supplementary file 2

a. Mycopar-vaccinated vs. Naïve group

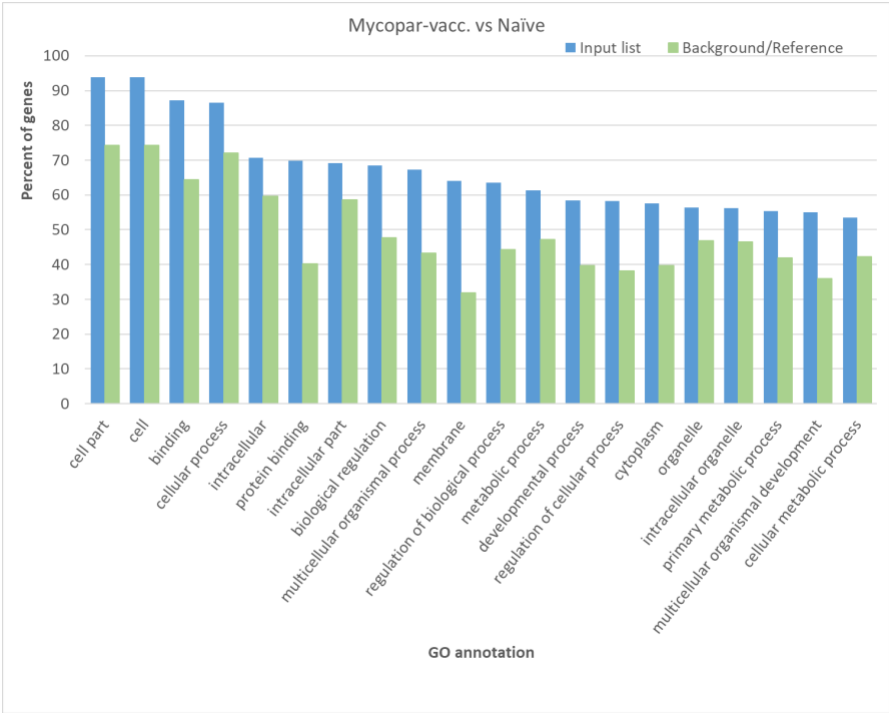

b. LAV-vaccinated vs. Naïve Group

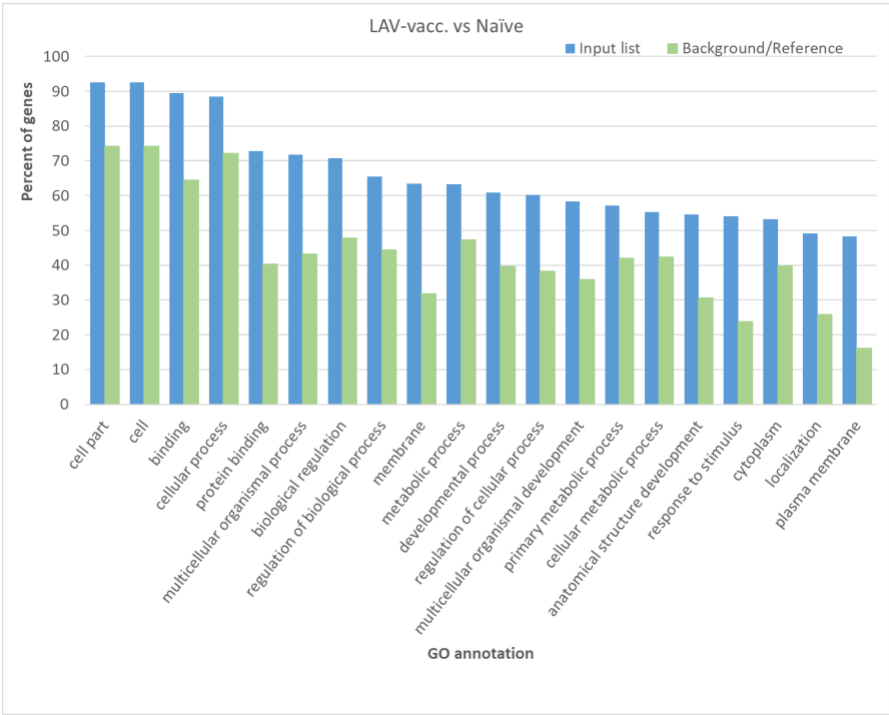

c. LAV-vaccinated vs. Infected group

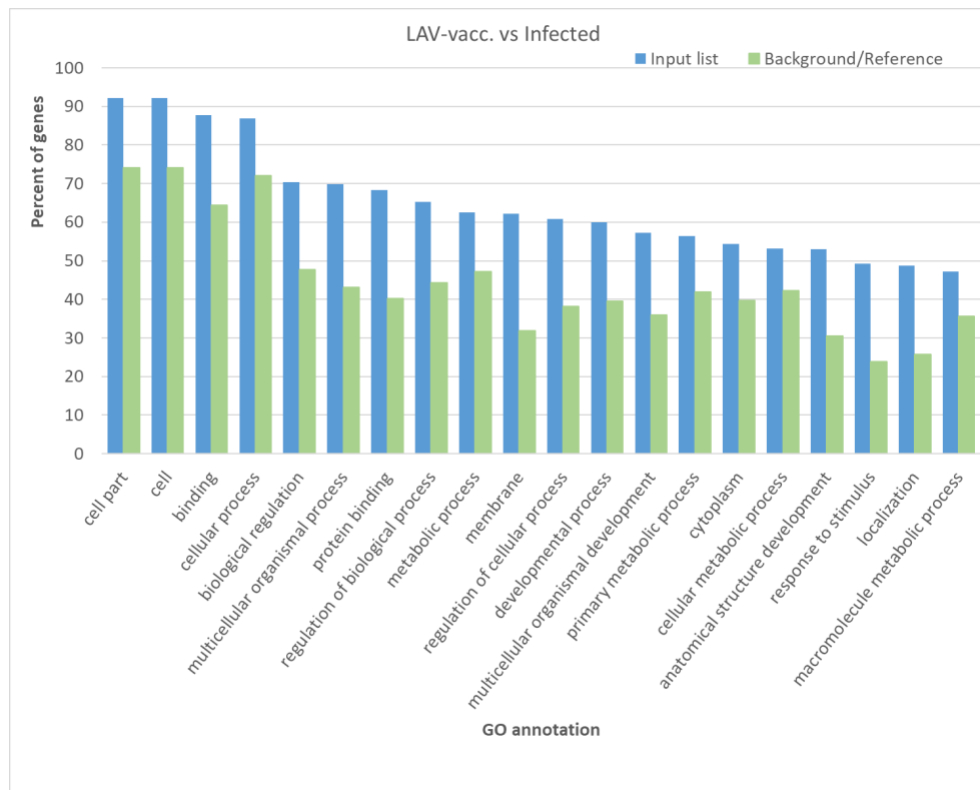

**Figure S1.** Significant terms in gene ontology analysis, using agriGO, for the differentially expressed genes. The significant terms for the GO analysis for the Mycopar-vaccinated vs naïve group is shown in (a). Chart in (b) shows the significant terms for LAV-vaccinated vs naïve group and in (c) shows the significant terms for LAV-vaccinated vs. infected group. The significant GO terms for both comparisons are 1-binding, 2-intracellular, 3-intracellular part and 4-metabolic process.

How the deposited data were processed for this re-analysis (not part of the article)

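RNA-Seq counts were taken for PBMC of 15 goats: 4 naïve, 4 infected with M. paratuberculosis, 4 vaccinated with the live attenuated vaccine (LAV) and 3 vaccinated with Mycopar. PBMC had been stimulated with whole cell lysate, and each library came from 1 goat. Goats were assigned to groups by their titles and labels in the deposited records, which give a time point of 1 month. The paper places vaccinated goats 30 days after vaccination and infected goats 30 days after challenge.

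The values are a score in which the authors divided the unique reads of each gene, mapped with CLC Genomics Workbench to ARS1, by the size factor that DESeq2 gave the library, rounded to 2 decimals. Apart from this rounding, every value in a library is a whole multiple of the value of 1 read. Dividing by the value of 1 read gave whole reads for 100.0% of the 260700 values. The recovered reads per goat ranged from 10971117 to 23677957, with a median of 20139430, and the value of 1 read ranged between goats because the size factors ranged from 0.5987 to 1.3299. A transcript with a count near the smallest means rests on few reads, so its fold change is imprecise.

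All 17380 transcripts had a group mean of at least 3 in at least 1 of the 4 groups, so the main filter left out none. Names were matched to the reference annotation of ARS1, where 17378 were found, all of them with the same start and end.

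Tests for whole read counts had been chosen before the data were examined. Since the values were already normalized, limma 3.58.1 in R 4.3.3 was used in their place, on log2(normalized count + 1) with all 15 goats in one fit and a prior of the spread that follows the mean expression. The tests for whole counts in edgeR and DESeq2 were not used, nor were they run on the recovered reads. Fold changes are differences of group means on this log2 scale, and p-values were adjusted by the Benjamini-Hochberg method over all transcripts of a comparison. DE transcripts were counted by the paper's definition, an unadjusted p-value under 0.05 with a change of at least 2-fold. For the genes discussed at a claim, an exact two-sided permutation test of the mean log2 values was run beside it, which gives at least 0.029 with 4 goats against 4 and 0.057 with 3 against 4.

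Genes named in the text are those the paper names in its Results and Discussion, in Tables 4 to 7 and in the networks of Fig. 4, and per comparison the 5 largest increases and 5 largest decreases among transcripts with a limma adjusted p-value under 0.05 whose groups did not overlap. This rule was set together with the tests, with the fold changes of limma taking the place of those first named. The result of 1 of these genes is not reported here on its own, and the gene is included in the counts.

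The goats carry replicate numbers that repeat across groups. A pairing by these numbers was assumed, since the labels give the number alone and the paper assigned kids to groups at random. The mean correlation of deviations from the group means was -0.055 for same-numbered and 0.019 for other pairs of goats in different groups. A fit with the replicate number as a block gave 229 DE transcripts for infected vs. naïve goats.

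The procedure was tested on simulated counts with the same numbers of goats, drawn independently for each transcript with the spread within all 4 groups. Of 200 transcripts given a change of 4-fold, 95.4% were DE and 77.2% had an adjusted p-value under 0.05 in limma, while 5% of the calls were false. In 20 simulated sets without any difference, 211 to 265 transcripts were DE and at most 1 had an adjusted p-value under 0.05.

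Alternatives changed the filter, the goats in the fit, the model, the prior of the spread, the pseudocount, the normalization and the way of computing a fold change, and each goat was left out in turn. GO terms, the interaction networks, the quantitative PCR and the list of transcripts the paper excluded before its comparisons were not analysed here. GC content and gene length were not examined, since each transcript is compared with itself across goats. Tables and figures were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.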

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

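The tests on transcripts with separate levels were chosen only after the result was seen, while those on goats far from their group were chosen before.

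In 15 of 190 combinations of a named gene and a group of 4, 1 goat lay far from the others: its gap to the nearest goat, divided by the range of the group, both on the log2 scale, was above Dixon's critical value for 4 samples. Of these, 14 are given in full. The higher goats were those for ART5 in LAV-vaccinated goat 3 (147 normalized counts against 84.9 to 92.1 in the others, ratio 0.851), CRABP2 in naïve goat 1 (166 normalized counts against 79.1 to 86.7 in the others, ratio 0.876) and RETN in infected goat 3 (122 normalized counts against 30.1 to 36.4 in the others, ratio 0.865). Among low counts, ATP12A in infected goat 3 (0.890 normalized counts against 0 in each of the other goats, ratio 1.0) and CAPN13 in naïve goat 3 (2.44 normalized counts against 0 in each of the other goats, ratio 1.0) also stood out.

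LAV-vaccinated goat 3 was the lower goat for ASAP3 (33.4 normalized counts against 79.1 to 85.6 in the others, ratio 0.916), BGN (1.67 normalized counts against 31.0 to 38.8 in the others, ratio 0.919) and LOC102170588 (5.01 normalized counts against 51.4 to 64.4 in the others, ratio 0.907). In naïve goats, the lower goats were those for MUC1 in goat 1 (3.86 normalized counts against 15.8 to 18.1 in the others, ratio 0.906), PIWIL2 in goat 1 (1.54 normalized counts against 56.5 to 87.0 in the others, ratio 0.88), IL17A in goat 3 (117 normalized counts against 245 to 282 in the others, ratio 0.839) and RAET1E in goat 4 (9.49 normalized counts against 742 to 1499 in the others, ratio 0.858). In infected goats, they were those for BAIAP2L1 in goat 2 (6.02 normalized counts against 33.1 to 39.7 in the others, ratio 0.899) and APBB1 in goat 4 (11.0 normalized counts against 24.1 to 26.0 in the others, ratio 0.907).

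By chance, about 9.5 such groups are expected, and the 15 found are 7.9% of those tested, just over 1.5 times that number. For ATP12A and CAPN13, all other goats of the group had 0, so any read in the remaining goat exceeds the critical value. The expected number does not hold for such groups. The groups are not independent, since they come from the same goats and from genes chosen together, so the excess over chance carries little weight. In 6 of the 15, the goat apart had the fewest reads of its group, where 3.8 would be expected if they were spread evenly, so library size does not account for most of them. LAV-vaccinated goat 3 holds 4 of them and naïve goat 1 holds 3. Other technical explanations, such as differences between single cell cultures, were not tested and remain open. The design gives no condition that differs between goats of one group, so no biological explanation was tested.

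The paper's text does not discuss 6 transcripts that had 2 separate levels across the goats, with a gap of at least 5 on the log2 scale (normalized count + 1) between the lowest goat at the high level and the highest goat at the low level. LOC108634521 had 952 to 1121 normalized counts in 4 goats and at most 3.99 in the other 11, a gap of 7.58. LOC108637251 had 506 to 611 in the same 4 goats and at most 7.99 in the others, a gap of 5.82. These goats were Mycopar-vaccinated goats 2 and 3, LAV-vaccinated goat 1 and infected goat 2. The other gaps were 5.76 for LOC102173185 (5 goats high), 5.52 for LOC102184244 (12 goats high), 5.25 for LOC102184901 (10 goats high) and 5.19 for LOC102180584 (7 goats high).

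Infection or vaccination as the source was tested on LOC108634521 alone: 0 of the treated groups had all their goats at the high level, so an effect on a whole group does not account for its pattern. Its 4 goats at the high level were all infected or vaccinated, so an effect in single treated goats is left open. For LOC102184901, all 4 infected goats and 1 of 4 naïve goats had the high level, and infection was not tested as the source there or for the other transcripts. A variant carried by single goats is a candidate explanation for 2 transcripts, LOC108634521 and LOC108637251, which lie on different sequences of the assembly and have the same goats at the high level. The other 4 transcripts have other sets of goats at the high level. A sequence difference from the assembly, reads shared between paralogs and the place of the first sequence in the genome were not tested, so these cannot be told apart. The paper's Tables S2 and S3 list both transcripts as increased in infected and in LAV-vaccinated goats, although 1 of 4 goats in each of these groups had the high level. Here the log2 fold changes of LOC108634521 were 2.71 (standard error 2.49) and 2.11 (standard error 2.49), with limma adjusted p-values of 0.84 and 0.70.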

How the results depend on the processing

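The alternatives for the pseudocount, the filter at 10, the prior without a trend, the scaling, quantile normalization, voom and the ratio of group means were chosen only after the data were seen, and the others were set before the data were examined.

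The numbers of DE transcripts stayed within 1.5 times their values under most settings. With no filter, the filter over naïve, infected and LAV-vaccinated goats, a robust prior of the spread, a pseudocount of 0.1, scaling to total reads, quantile normalization and voom on the recovered reads, all 12 counts stayed within that limit, as did the 8 counts of DE transcripts with the ratio of group means for the limit of 2-fold. The same holds for the DE transcripts of Mycopar-vaccinated vs. naïve goats, of LAV-vaccinated vs. infected goats, and those shared by both vaccines, under each alternative run.

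With a pseudocount of 5, the DE transcripts were 75 for infected vs. naïve (against 235) and 635 for LAV-vaccinated vs. naïve goats (against 987). The overlap of these 2 lists was 18 (against 67), 3 of them in opposite directions (against 7), and infected vs. naïve shared 25 with LAV-vaccinated vs. infected goats (against 71). Of the 235 DE transcripts of infected goats, 115 had a mean under 10 in both groups. With a group mean of at least 10 required, 129 transcripts were DE in infected goats, 31 were shared with LAV-vaccinated vs. naïve and 46 with LAV-vaccinated vs. infected goats. The length of the list for infected goats thus depended on transcripts with low counts. Depth itself was not varied, so its part was not tested.

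The numbers of transcripts with a limma adjusted p-value under 0.05 depended more on the model. With the replicate number as a block, they were 103 for LAV-vaccinated vs. naïve (against 381), 1156 for Mycopar-vaccinated vs. naïve (against 2364) and 280 for LAV-vaccinated vs. infected goats (against 544). With the percentage of read pairs kept by trimming as a covariate, they were 134, 1 and 137. This percentage was lowest in the Mycopar-vaccinated goats and also differed among the others, from 67.07% to 68.08% in LAV-vaccinated and from 67.81% to 68.93% in naïve goats. The prior without a trend gave 252 for LAV-vaccinated vs. naïve, and the fit of only the 2 groups compared gave 1266 for Mycopar-vaccinated vs. naïve goats. The cause was not tested.

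Across the 15 fits that each left out 1 goat, DE transcripts ranged from 210 to 355 for infected vs. naïve, 908 to 1074 for LAV-vaccinated vs. naïve, 1212 to 2190 for Mycopar-vaccinated vs. naïve and 912 to 1118 for LAV-vaccinated vs. infected goats. Transcripts with an adjusted p-value under 0.05 ranged from 0 to 1, 71 to 599, 532 to 2963 and 205 to 797, in the same order. The 0 to 1 for infected vs. naïve goats stand beside 1480 transcripts at an unadjusted p-value under 0.05 with all goats. The list shared by infected and LAV-vaccinated goats ranged from 54 to 123, its part in opposite directions from 3 to 13, the list shared by infected vs. naïve and LAV-vaccinated vs. infected goats from 60 to 109, and the list shared by both vaccines from 506 to 691. The cause was not tested.

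Of the 129 combinations of a named gene and a comparison, 73 kept their direction and their side of the unadjusted threshold under every alternative that gave a value with a test: 25 of 48 for infected vs. naïve, 22 of 38 for LAV-vaccinated vs. naïve, 13 of 30 for Mycopar-vaccinated vs. naïve and 13 of 13 for LAV-vaccinated vs. infected goats. Over all these alternatives, 3593 values were computed, of which 155 were weaker and 58 stronger. The covariate for read pairs kept made 20 weaker and 2 stronger. Computed as a ratio of group means, 12 of 126 fold changes moved by more than the spread between goats.

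Only IL18BP in infected vs. naïve goats changed direction under any alternative run. Its log2 fold change of 0.01 became -0.02 with a pseudocount of 0.1 and -0.161 with quantile normalization, and it ranged from -0.349 to 0.253 across the 14 fits that left out 1 goat and gave a value, being negative without naïve goat 1, naïve goat 2, infected goat 1 or infected goat 2. The gene had at most 3 reads in each naïve and infected goat, which is too few for a direction. The cause was not tested.

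Some alternatives gave no value because the gene no longer passed the filter. This holds for TDRD10 and IL18BP with the filter over naïve, infected and LAV-vaccinated goats, for TDRD10 without Mycopar-vaccinated goat 2 or 3, for IL18BP without Mycopar-vaccinated goat 1, for COL1A1 without infected goat 2, and for 10 combinations with a group mean of at least 10 required. The ratio of group means was not computed for TDRD10 and COL1A1, which had no read in naïve goats. Fits in DESeq2, its size factors in place of those of edgeR, edgeR's own filter on low counts and its prior count were among the alternatives named at the start and were not run, since limma was chosen for values given in normalized form. The recovered reads were used for voom and for the scaling to total reads, both fitted in limma. The robust prior was fitted in limma.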

Differences from the paper's values

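The ratio of group means, the pseudocount of 0.1, voom and other settings named below as chosen after seeing the values were selected only after the results were seen. Of the 82 fold changes of single genes that the paper prints, 71 do not differ from the values found here by more than the standard error of the log2 fold change, and all 82 have the same sign. With the ratio of group means, chosen after seeing the values, 1 differs and 64 lie within 2% of the paper's. For a fold change, a gap is called closed where the value under a setting lies within the standard error of that setting from the paper's, so a setting with a larger error can close it with little change of the value.

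For the transcripts shared by infected and LAV-vaccinated goats with opposite directions, the paper's value is 11 and the value found here 7. Of 21 alternatives set before the data were examined, 9 came within 1.5 times of the paper's value: the fit of only the 2 groups compared, and the fits without Mycopar-vaccinated goat 1 or 3, LAV-vaccinated goat 2 or 3, naïve goat 1 or 2, or infected goat 2 or 4. The others set at that time did not. Among settings chosen after seeing the values, voom and the ratio of group means for the limit of 2-fold came within it, with 9 and 9 transcripts, and the other 6 did not. For those down after infection and up after LAV vaccination, the paper's value is 9 and the value found here 5. The same 9 settings closed this gap, as did the covariate for read pairs kept and the fits without infected goat 1 or 3, and the others set at that time did not. Among settings chosen after seeing the values, voom, the ratio of group means for the limit of 2-fold, a pseudocount of 0.1 and quantile normalization closed it, each with 6 transcripts, and the other 4 did not.

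For the fold change of NOS2 in LAV-vaccinated vs. naïve goats, the paper's value is 130.42 and the value found here 39.37, and none of the alternatives set before the data were examined closed the gap. In Mycopar-vaccinated vs. naïve goats, the paper's value is 269.200 and the value found here 90.34, and the covariate for read pairs kept and the fit without Mycopar-vaccinated goat 3 closed the gap, while the others did not. For BMP10 in the same comparison, the paper's value is 82.746 and the value found here 14.79, with the same 2 settings closing the gap and no others. For all 3, the ratio of group means (133, 274 and 81.5), a pseudocount of 0.1 and voom, chosen after seeing the values, also reach the paper's value.

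For TINAGL1 in LAV-vaccinated vs. naïve goats, the paper's value is 19.31 and the value found here 8.812. Of the alternatives set before the data were examined, the fits without LAV-vaccinated goat 2 or 4 and without naïve goat 1 or 4 closed the gap and the others did not. For C1QL2, the paper's value is 12.89 and the value found here 5.049, and the covariate for read pairs kept and the fit without LAV-vaccinated goat 1 closed the gap, while the others did not. For both, the ratio of group means (19.5 and 13.2), a pseudocount of 0.1 and voom, chosen after seeing the values, reach the paper's value. For TDRD10, the paper's value is 11.54 and the value found here 2.752 in LAV-vaccinated vs. naïve goats, and in Mycopar-vaccinated vs. naïve goats the paper's value is 18.438 and the value found here 3.55. None of the alternatives set before the data were examined closed either gap, and a pseudocount of 0.1, chosen after seeing the values, closed both. Its mean in naïve goats is 0, so it has no ratio of group means, and the size of its fold change depends on the pseudocount. Neither gap can therefore be read as a measured difference from the paper.

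For AMOTL2 in Mycopar-vaccinated vs. naïve goats, the paper's value is 14.389 and the value found here 7.104. Of the alternatives set before the data were examined, 10 of 21 closed the gap: the replicate block, the covariate for read pairs kept, and the fits without Mycopar-vaccinated goat 1 or 3, LAV-vaccinated goat 2, naïve goat 2 or 3, or infected goat 1, 3 or 4. The replicate block gave a log2 fold change of 2.90. Among settings chosen after seeing the values, the ratio of group means (14.03), a pseudocount of 0.1, the filter at a mean of 10, the prior without a trend, quantile normalization and voom also reach it. For IL5, the paper's value is -4.964 and the value found here -2.93, and the replicate block (log2 fold change -1.82) and the fits without Mycopar-vaccinated goat 1 or naïve goat 4 closed the gap, while the others set before the data were examined did not. The ratio of group means (-4.83), a pseudocount of 0.1 and voom, chosen after seeing the values, reach it too. For IL11, the paper's value is -46.823 and the value found here -16.4, none of the alternatives set before the data were examined closed the gap, and the ratio of group means (-46.6) and voom, chosen after seeing the values, did.

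For IL22 in infected vs. LAV-vaccinated goats, the paper's value is -33.82 and the value found here -9.225. None of the alternatives set before the data were examined closed the gap, and neither did any setting chosen after seeing the values, the ratio of group means (-8.56) included.

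DESeq2, which gave the paper's p-values, was not run here, so the part of the test in the following differences is open. With p-values and fold changes from limma, several genes that the paper lists as DE did not meet its limits. In infected vs. naïve goats, these were CDCP1 (log2 fold change 1.61), TMTC1 (1.55), BAIAP2L1 (1.48), MEI1 (1.39), SEPT10 (1.16) and PIWIL2 (-2.32) of Table 4, SYNJ2 (1.10) and NKD1 (-1.50) of Fig. 4, and PMP22 (0.98), ART5 (-0.88), LOC102169116 (-0.95), GNLY (-0.95) and SLC17A7 (-1.27) of Table 7. In LAV-vaccinated vs. naïve goats, they were ADGRE2 (2.18), BPI (1.57), GNLY (1.05) and ASAP3 (0.95), and in Mycopar-vaccinated vs. naïve goats IL34 (1.44).

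The paper gives PMP22 as one of the transcripts up after infection and down after LAV vaccination. Here that set held LOC106503226 and FAM171A2, and the log2 fold changes of FAM171A2 were 1.17 and -1.0. With the ratio of group means for the limit of 2-fold, chosen after seeing the values, PMP22 (2.101 and -3.502) belongs to that set, and LOC102169116 (-2.056 and 2.243) and ASAP3 (-2.175 and 2.068) to the opposite one, while LOC102177285 drops out. The paper states that IL18BP was up-regulated in infected goats. Here its log2 fold change was 0.01, with a direction that changed when single goats were left out. Of the 226 transcripts in the paper's Table S2, 151 were also DE here. Of the paper's 1018 for LAV-vaccinated vs. naïve goats, 666 were read from Table S3, and 532 of these were DE here. The second overlap therefore covers only part of the paper's list. All of them had the same direction.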

Other observations

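The tests with other splits, groupings and exchanges of the goats, with simulated data, with T-cell transcripts and with separate naïve goats for infected and LAV-vaccinated goats, and the count of DE transcripts that remain with a covariate, were chosen only after the results were seen, and the others were chosen before.

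The 8 goats of a comparison can be split in 8 ways that part every pair of same-numbered goats as the real split does. For infected vs. naïve goats, 3 of these 8, the real one included, gave at least 235 DE transcripts, and all 8 gave at least as many transcripts with an adjusted p-value under 0.05, since the real split has 0 (and 1480 at an unadjusted p-value under 0.05). Over all 35 splits, 8 gave as many DE transcripts. The 27 splits that keep some same-numbered goats together had a median of 153.0 and at most 445. Data simulated without a difference between groups gave a median of 225.5 DE transcripts, and the real number lies within their range of 211 to 265. These data were drawn independently for each transcript, with the spread of all 4 groups. Their range is narrower than that of the other 34 splits (91 to 445, median 168.0), so the splits carry the comparison. The number of DE transcripts in infected goats, by this definition, therefore cannot be told apart from variation between goats without any effect of infection. This concerns that number and not each transcript. By the unadjusted p-value alone, the 1480 transcripts of the real split were the most among the 8 splits that part all pairs (the others had 322 to 1278), while 4 of all 35 splits had as many, the highest being 2645.

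For LAV-vaccinated vs. naïve goats, 1 of 8 such splits, the real one alone, gave as many DE transcripts and 1 of 8 as many with an adjusted p-value under 0.05. The same holds for LAV-vaccinated vs. infected goats (1 of 8 and 1 of 8) and for Mycopar-vaccinated vs. naïve goats (1 of 8 and 1 of 8), where the 7 goats were split into 3 and 4. With 8 splits, no share under 0.05 is possible, so a grouping by chance cannot be excluded by these splits alone. Among all 35 splits, 1 was as large in each of these 3 comparisons. The highest number of DE transcripts in the others was 570, 498 and 1259, in the order given.

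The lists of 2 comparisons share a group of goats, which by itself makes them overlap. In groupings of the 12 goats that kept same-numbered goats apart, 34 of 100 gave at least the 67 transcripts shared by infected and LAV-vaccinated goats against naïve goats, and 32 of 100 at least the 71 shared by infected vs. naïve and LAV-vaccinated vs. infected goats. These groupings also move LAV-vaccinated goats into the other groups, so the numbers they give contain the effect of that vaccine and not the shared group alone. The 7 transcripts in opposite directions were reached in 2 of 100, and the 628 shared by both vaccines in 1 of 100 groupings of those 11 goats, the real ones included. In a further test, infected and naïve goats were exchanged within same-numbered pairs, with the vaccinated goats kept. Of the 16 exchanges, the real grouping included, 7 gave at least 67 transcripts shared by infected and LAV-vaccinated goats against naïve goats, 7 at least 7 in opposite directions, and 6 at least the 71 shared by infected vs. naïve and LAV-vaccinated vs. infected goats. None of these 3 numbers can therefore be told apart from what the LAV-vaccinated goats and the spread among the other 8 goats give without an effect of infection.

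The use of the same naïve goats in both comparisons was also tested by giving each comparison 2 naïve goats of its own. For infected and LAV-vaccinated goats, the correlation of the log2 fold changes across transcripts then lay between -0.089 and 0.091, against 0.313 with all 4, so that the shared naïve goats are a candidate explanation for the changes these groups have in common. For both vaccines, it stayed between 0.407 and 0.583, against 0.759. The shared naïve goats may account for part of it, but do not account for all of it. These correlations are across transcripts, which are not independent replicates. A response common to both vaccines may underlie the rest, as a hypothesis, but a difference in time or handling between vaccinated and naïve goats was not tested.

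The percentage of read pairs kept by trimming was lower in the Mycopar-vaccinated goats than in all others. Within the other 12 goats, 2 transcripts had an adjusted p-value under 0.05 in limma for a slope on this percentage, a library batch marked by the percent of read pairs kept, and 1383 had an unadjusted p-value under 0.05. A batch that holds the Mycopar-vaccinated goats alone would not show in this test, so the difference of these goats from naïve goats cannot be told apart from such a batch.

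Fewer T cells or NK cells among the PBMC were tested as sources of the lower cytokine transcripts in infected goats, which differed from naïve goats by -2.032 on the log2 scale as a mean of 6 genes, in all 4 goats. The mean of T-cell marker transcripts differed by -0.09 and that of NK-cell markers by -0.474, each less than 0.25 of that size. The NK-cell difference had an exact two-sided permutation p of 0.14 (0.34 after Benjamini-Hochberg adjustment over 20 tests), so a smaller part of the fall is left open. Activation of the cells in culture and subsets of T cells were not tested.

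In LAV-vaccinated goats, T-cell markers differed from naïve goats by -0.501, with overlap between the groups (exact two-sided permutation p = 0.057). Monocyte markers differed by 0.104. For LAV-vaccinated vs. naïve goats, another share of monocytes and T cells was tested by adding the difference of their marker transcripts as a covariate. With it, 921 transcripts were DE, and 747 of the 987 DE transcripts (75.7%) remained DE in the same direction, so such a shift, as far as these markers show it, does not account for most of them. In Mycopar-vaccinated goats, T-cell markers differed from naïve goats by -0.977, lower in all 3 goats (exact two-sided permutation p = 0.057, the smallest that 3 against 4 allow), and with the covariate 1163 transcripts were DE, among them 795 of the 1640 (48.5%). With the covariate, 268 transcripts had a limma adjusted p-value under 0.05 in Mycopar-vaccinated vs. naïve goats, against 2364 without it, so a shift in the cells is left open as a source of part of this difference. For LAV-vaccinated vs. naïve goats, these numbers were 451 and 381.

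The DE lists of infected and Mycopar-vaccinated goats against naïve goats shared 86 transcripts, 82 of them in the same direction. The second principal component of the log2 values held 13.9% of the variance and was highest in Mycopar-vaccinated goat 1 (66.88) and LAV-vaccinated goat 3 (55.93).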
